# Chromosome-level reference genome of tetraploid *Isoetes sinensis* provides insights into evolution and adaption of lycophytes

**DOI:** 10.1093/gigascience/giad079

**Published:** 2023-09-30

**Authors:** Jinteng Cui, Yunke Zhu, Hai Du, Zhenhua Liu, Siqian Shen, Tongxin Wang, Wenwen Cui, Rong Zhang, Sanjie Jiang, Yanmin Wu, Xiaofeng Gu, Hao Yu, Zhe Liang

**Keywords:** *Isoetes sinensis*, genome, evolution, Lycophyta, polyploid, environmental stress

## Abstract

**Background:**

The Lycophyta species are the extant taxa most similar to early vascular plants that were once abundant on Earth. However, their distribution has greatly diminished. So far, the absence of chromosome-level assembled lycophyte genomes has hindered our understanding of evolution and environmental adaption of lycophytes.

**Findings:**

We present the reference genome of the tetraploid aquatic quillwort, *Isoetes sinensis*, a lycophyte. This genome represents the first chromosome-level assembled genome of a tetraploid seed-free plant. Comparison of genomes between *I. sinensis* and *Isoetestaiwanensis* revealed conserved and different genomic features between diploid and polyploid lycophytes. Comparison of the *I. sinensis* genome with those of other species representing the evolutionary lineages of green plants revealed the inherited genetic tools for transcriptional regulation and most phytohormones in *I. sinensis*. The presence and absence of key genes related to development and stress responses provide insights into environmental adaption of lycophytes.

**Conclusions:**

The high-quality reference genome and genomic analysis presented in this study are crucial for future genetic and environmental studies of not only *I. sinensis* but also other lycophytes.

## Introduction

The vascular plants that currently dominate the land can be categorized into 2 major phyla: Euphyllophyta and Lycophyta. Euphyllophyta includes seed plants and ferns, while Lycophyta comprises spore-bearing species that exhibit the greatest similarity to the early vascular plants found in the fossil record. Lycophytes have the longest evolutionary history among all groups of vascular plants and have had major impacts on biodiversity, soil formation [1], and CO_2_ sequestration on our planet [2]. Modern lycophytes have a widespread distribution, ranging from the epiphytic habitats (e.g., *Lycopodium phlegmaria* [3]) to the aquatic habits (e.g., *Phylloglossum drummondii*). Some members of the Lycophyta can survive in a variety of extreme environments, such as deserts (e.g., *Selaginella lepidophylla* [4]), humid tropics (e.g., *Selaginella kraussiana*), and even arctic and alpine regions [3]. However, the distribution area of lycophytes has been greatly reduced when compared to seed plants. Some lycophytes, including several species in the lycopod genus *Isoetes*, are endangered [5, 6]. The genetic basis for environmental adaptability of lycophytes remains largely unknown.

Lycophytes included diploid and polyploid species in many lineages. So far, 4 genomes of diploid lycophytes, including *Selaginella moellendorffii* [7], *Selaginella tamariscina* [8], *Lycopodium clavatum* [9], and *Isoetes taiwanensis* [10], are available. However, they are scaffold assemblies, not chromosome-level assemblies. To date, the genomes of polyploid lycophytes have not yet been reported. The perennial aquatic lycophyte, *Isoetes sinensis* (NCBI:txid283158) (Fig. 1A), is a tetraploid (2n = 4x = 44) quillwort and belongs to the family Isoetaceae that diversified 45 to 60 million years ago [11]. Among extant representatives of the earliest differentiated vascular plants [12, 13], *I. sinensis* was once widely distributed but has now completely disappeared from most of their habitats except 2 restricted sites in China [14]. Like other *Isoetes, I. sinensis* possesses a Crassulacean acid metabolism (CAM) system that is crucial for the plant adaptation to a low CO_2_ environment underwater [15].

**Figure 1:**
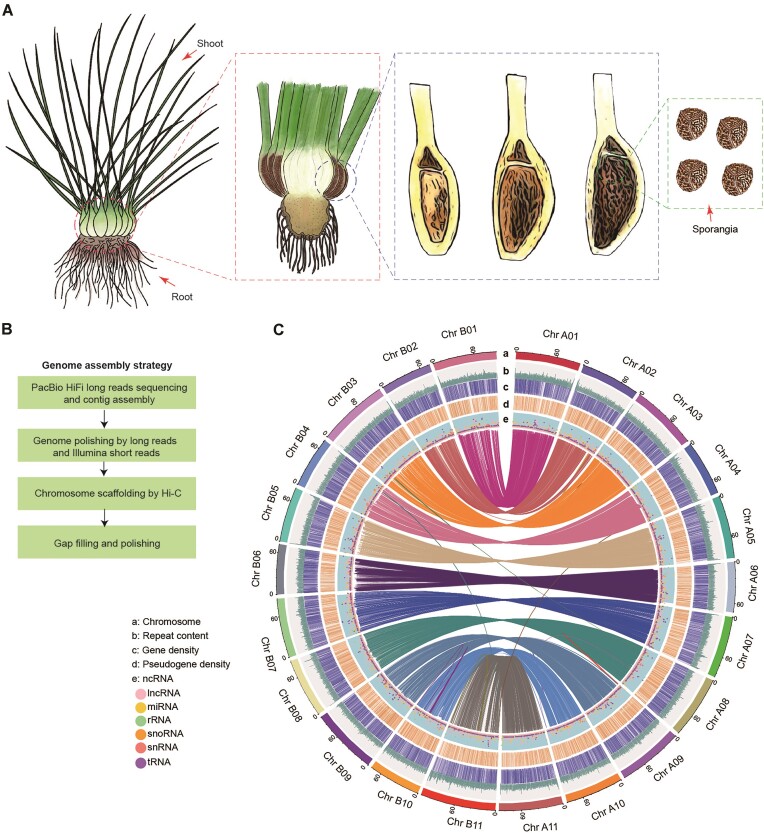
*I. sinensis* morphology and genome assembly and annotation. (A) Morphological diagram of *I. sinensis*. The main body of the plant is 15 to 30 cm high, consisting of a rhizomatous and trilobed corm, with a tuft of roots at the base and long imbricate leaves at the top. The sporangia are basal and contain megaspores and/or microspores. The tissues analyzed using RNA sequencing are indicated by arrows. (B) Diagram depicts workflow for assembly of the *I. sinensis* genome from PacBio HiFi long reads, Illumina short reads, and Hi-C data. (C) Circos plot represents the *I. sinensis* genome, including (a) 22 assembled pseudochromosomes, (b) repeat content, (c) gene density, (d) pseudogene density, and (e) ncRNAs including lncRNAs, miRNAs, rRNAs, snoRNAs, snRNAs, and tRNAs. Blocks of synteny of at least 5 gene pairs between the genomes are connected by linked lines at the center of the Circos plot. Different colors represent different pseudochromosomes or syntenic blocks. A 500-kb window size was selected to slide on the genome, and the maximum repeat content and ncRNA content on each window were 1,696 and 1,146 respectively.

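Genes were spread along all 22 pseudochromosomes. A 500-kb window held 14.1 genes on average (SD 4.54 over 3821 whole windows), and the coefficient of variation was 32.2%. Genes placed at random would give an SD of 3.76. Counts ran from 0 to 29 genes per window, with 18 windows empty. With windows of 1 Mb, 1 of 1905 was empty. The windows with 29 genes lay on chromosome 5 from 39.0 to 39.5 Mb, chromosome 12 from 1.5 to 2.0 Mb and chromosome 16 from 52.0 to 52.5 Mb. The only stretch of at least 3 neighbouring windows with no more than 2 genes each lay on chromosome 1 from 48.0 to 50.5 Mb and held 4 genes in 2.5 Mb. That limit misses a gene-poor stretch on chromosome 2, where each of the windows 84 to 91 (numbered from 0) held 0 to 6 genes. Chromosome 4 had the highest overall density, 30.7 genes per Mb, and chromosome 22 the lowest, 25.4 genes per Mb. Each gene was counted once, at its midpoint, and the windows did not overlap. Repeats, pseudogenes and noncoding RNAs were not analysed here.

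**Figure D1:**
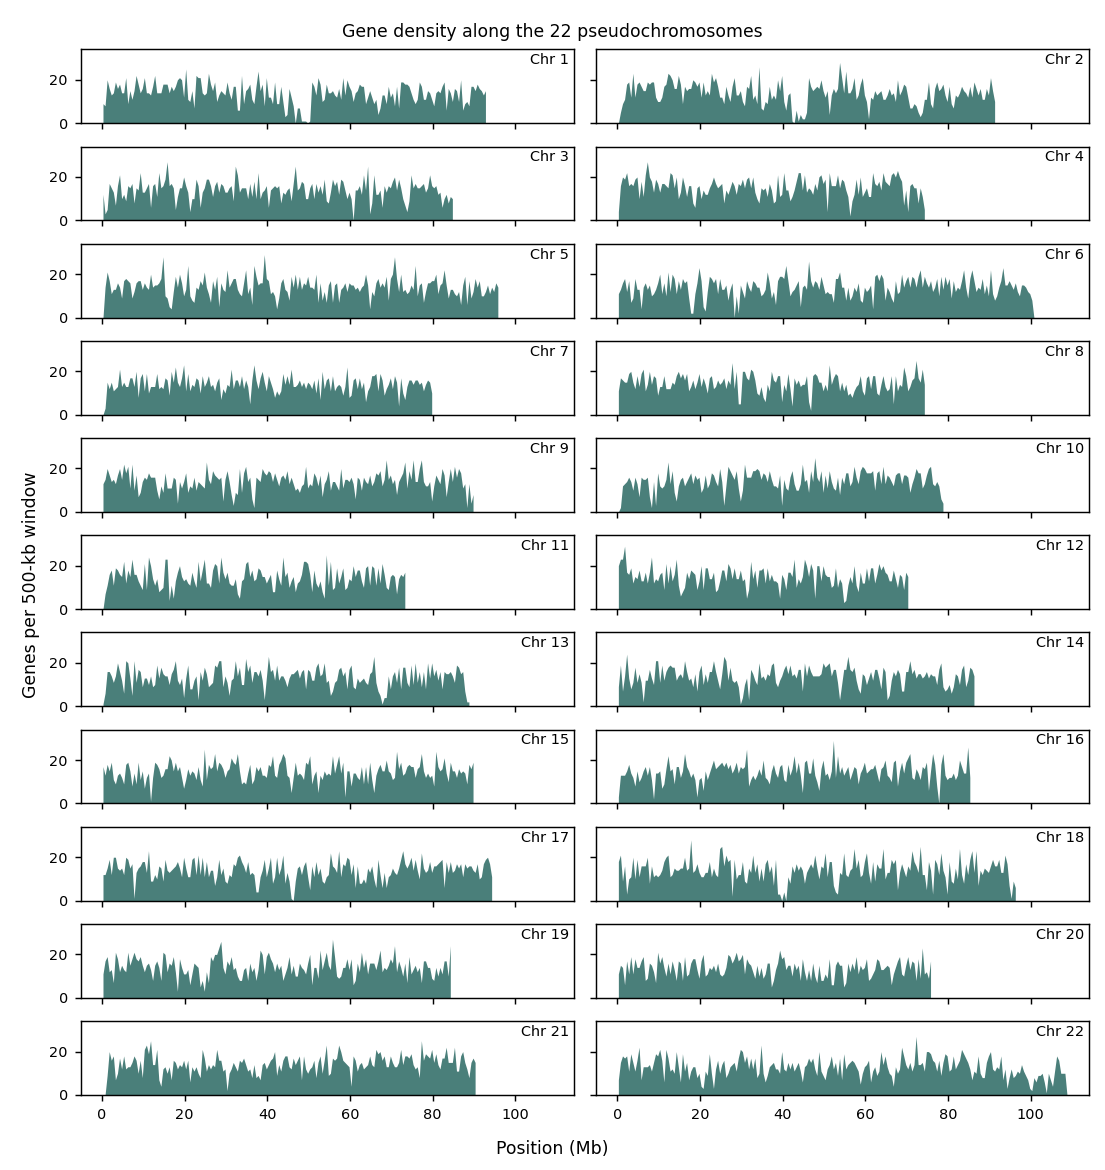
Genes per 500-kb window along each of the 22 pseudochromosomes, by position in Mb. Counts lie between 0 and 29, and chromosome 1 shows a gene-poor stretch from 48.0 to 50.5 Mb.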

Here, we report a reference genome sequence of *I. sinensis* assembled into 22 pseudochromosomes. Our comparative analyses of its genome with *I. taiwanensis* and those of green algae and land plants allow us to better understand the evolution of lycophytes and the genetic basis of the environmental adaptability of lycophytes.

## Results and Discussion

### Assembly of a high-quality *Isoetes sinensis* genome

Our *k*-mer analysis revealed the genome size of *I. sinensis* to be approximately 2.25 Gb with a heterozygosity value of 0.26%. We sequenced the *I. sinensis* genome by generating 176.46 Gb (79.17× coverage) Illumina short reads, 97.01 Gb (43.52× coverage) PacBio SMRT HiFi long reads, and 237.7 Gb (111.50× coverage) Hi-C data. We subsequently assembled the 2.13 Gb *I. sinensis* genome into 22 pseudochromosomes consisting of 3,741 scaffolds with N50 length of 86.66 Mb (Fig. 1B, C; Supplementary Fig. S1A, S1B; Table 1; Supplementary Tables S1 and S2). 

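Chromosome 22 reached farthest, with its last gene ending at 109030419 bp. Chromosome 6 (101327400 bp) and chromosome 18 (96812522 bp) came next. Chromosome 12 had the earliest end, at 70826115 bp, followed by chromosomes 11 (73940540 bp), 4 (74542245 bp) and 8 (74661098 bp). The annotation states no sequence lengths, so these ends are lower bounds of the chromosome lengths.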

The longest chromosome is ∼109.03 Mb and the shortest is ∼70.83 Mb (Supplementary Table S3). 

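RNA from roots, shoots and sporangia of *I. sinensis* was sequenced, and the paper used RNA-seq of different tissues to help annotate the assembled genome. The labelled samples are 1 library per tissue, 3 in all. Their labels name the third tissue sporophyte, where the methods name sporangia. By the methods, a pool of the 3 tissues was also sequenced with PacBio. The annotation gives the start and end in bp of each gene, mRNA, exon, CDS segment and UTR segment on the study's own assembly. Each gene has 1 mRNA, and together they hold 274681 exons and 262674 CDS segments. Expression values and sequencing depth per tissue were not analysed here, so no tissues were compared. By the methods, the authors joined Augustus and Genscan predictions, GeneWise protein alignments and PASA transcript models with Evidence Modeler. The methods describe the PASA input as transcriptome data of the whole plant. The submitters' processing notes also name FastQC, HISAT2 and Cufflinks. From these positions, gene lengths, summed CDS lengths and the gaps between neighbouring exons (introns) were computed here. The values cover every annotated gene and there are no replicates. An SD therefore describes the spread among the 22 pseudochromosomes, unless another is named.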

Using a combination of Illumina and PacBio sequencing, we performed RNA sequencing (RNA-seq) of small RNAs, long noncoding RNAs (lncRNAs), and messenger RNAs (mRNAs) isolated from different tissues of *I. sinensis* to facilitate genome annotation (Supplementary Table S4). 

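The annotation held 57303 genes. The pseudochromosomes carried 54063 of them (94.3%), and 3240 lay on 689 unplaced scaffolds. UTRs were annotated in 29796 genes, or 52.0% (SD 2.42 percentage points), and 23616 genes had them on both sides of the CDS. All genes with a UTR belonged to the 31233 gene models without a source name. The other 26070 models name Evidence Modeler as their source and have no UTR. By the methods, Evidence Modeler produced the whole gene set, and models without a source name, such as evm.TU.Chr3.2418, also carry evm identifiers. The source field is therefore a label within 1 set and names no other tool. The models without a source name were the larger ones, with a mean CDS of 1346 bp and 5.93 exons. The models that name Evidence Modeler had 801 bp and 3.43 exons. The CDS length was a multiple of 3 in 98.4% of all genes, in 99.7% of the models without a source name and in 96.7% of the others. Genes on unplaced scaffolds had 3.95 exons on average, fewer than the 4.84 of genes on pseudochromosomes by more than the SD among pseudochromosomes (0.166). Genes of 1 exon made up 29.6% of the unplaced and 19.9% of the placed genes. The source field does not say which models rest on transcripts, so these shares are not shares of genes with RNA-seq reads.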

By combining homology-based alignments and *ab initio* gene models, we annotated a total of 57,303 protein-coding genes, 75% of which were supported by RNA-seq data (Table 1). In total, 52,531 coding genes (92%) were assigned to functional categories using the InterPro, NR, Swiss-Prot, and KEGG databases. BUSCO (96.5%) and CEGMA (98.39%) analyses suggest that our genome assembly exhibits a high degree of completeness (Supplementary Table S5). LTR Assembly Index (LAI) value is 9.71, which was not high but among the top LAI values reported in polyploid genomes [16]. 

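Introns of *I. sinensis* were mostly short, with a long tail. Of 217378 introns, 53.2% measured 60 to 120 bp, and the median was 104.0 bp. The mean was 426 bp (SD 30.5), about 4 times the median, because 14404 introns (6.63%) exceeded 1 kb and 273 exceeded 20 kb. The exon median was 147 bp and the mean 295 bp (SD 6.06). Genes had a median of 3 exons and a mean of 4.79 (SD 0.166), and 20.5% (SD 1.30) had 1 exon. The mean CDS length was 1098 bp (SD 26.2) with quartiles of 486, 855 and 1419 bp, and the median spliced transcript measured 1161 bp. Gene length averaged 3031 bp (SD 110.4), and its median was 1996 bp. The gene with most exons, evm.TU.Chr3.2418 on chromosome 3 (45243456 to 45272293), had 78 exons and a CDS of 16596 bp. The longest gene and the longest intron were the same model, evm.TU.Chr9.4211_evm.TU.Chr9.4220 on chromosome 9 (78207340 to 78549610). It spans 342 kb with a CDS of 1605 bp in 7 exons, 1 intron takes 340 kb of it, and 5 other genes lie inside it. Its identifier joins a pair of gene identifiers, and 516 genes in all have joined identifiers. Introns, exons and transcripts of *I. taiwanensis* and *S. moellendorffii* were not analysed here.

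**Figure D2:**
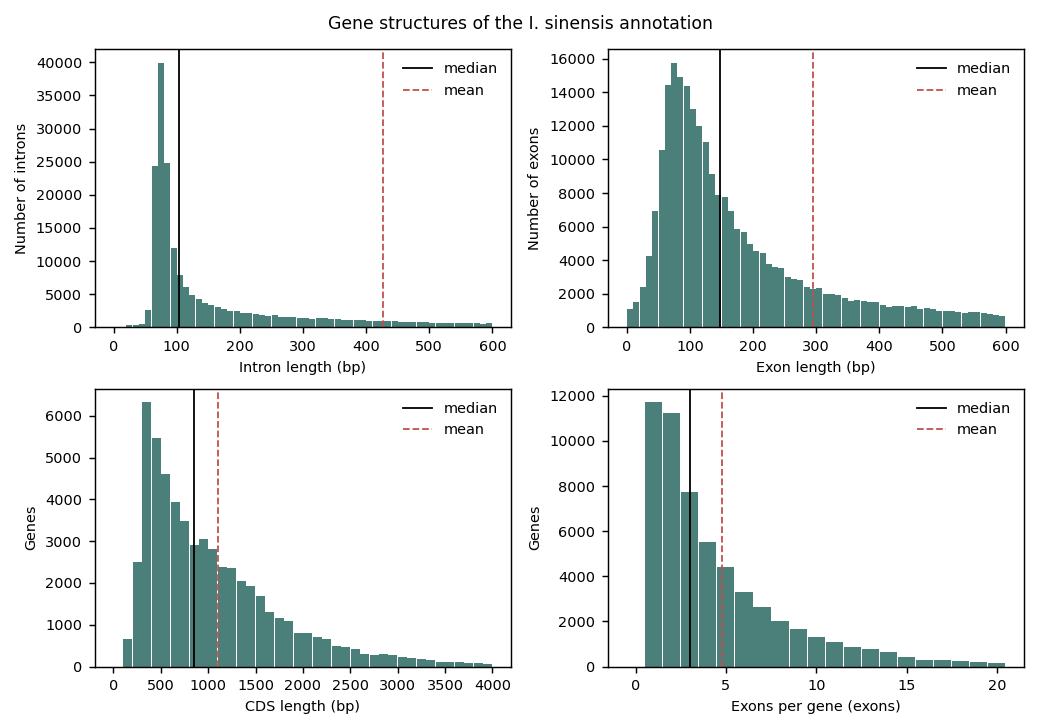
Histograms of intron length, exon length and CDS length (bp) and of exons per gene over all annotated genes of *I. sinensis*. The solid line is the median and the dashed line the mean, and longer values lie outside the axes. The intron histogram peaks below the median of 104.0 bp while the mean lies at 426 bp.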

The lengths of exons and transcripts are comparable among *I. sinensis* and its closely related species *I. taiwanensis* and *S. moellendorffii*, while *I. sinensis* has fewer exons per gene and shorter introns (Fig. 2A and Supplementary Fig. S1C). We annotated 33,515 noncoding RNA (ncRNA) genes, including 8,975 transfer RNA (tRNA), 17,453 ribosomal RNA (rRNA), 1,797 microRNA (miRNA), 1,194 small nuclear RNA (snRNA), 279 small nucleolar RNA (snoRNA), and 3,817 lncRNA genes (Fig. 1C; Table 1; Supplementary Tables S6–S12). Further, we annotated 12,886 pseudogenes containing frameshift mutations, premature stop codons, or both (Supplementary Table S13).

**Figure 2:**
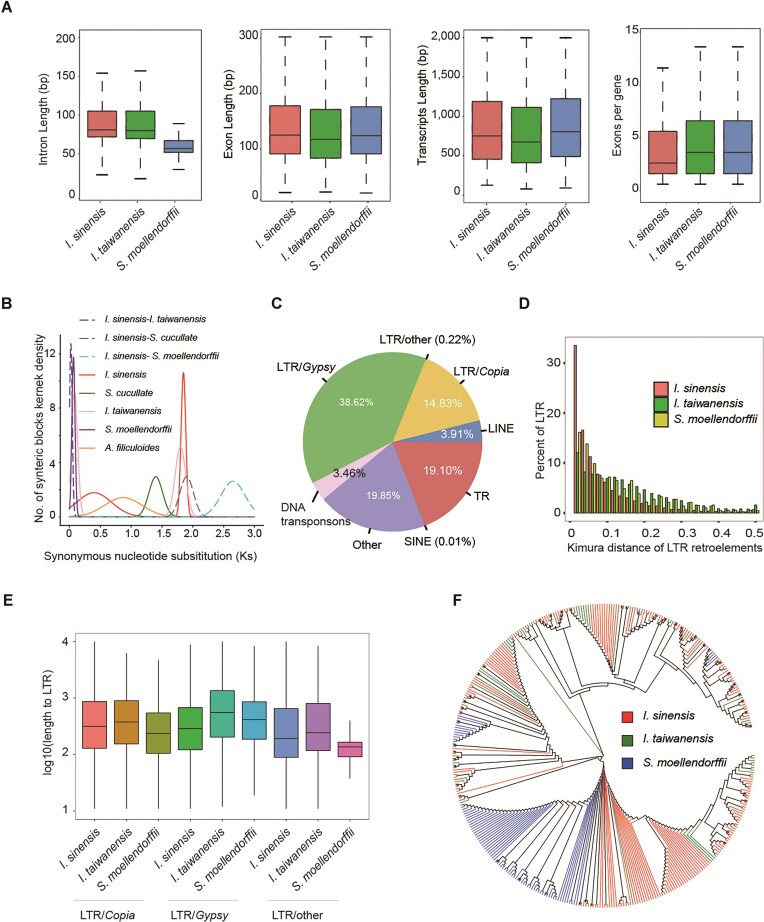
Genomic features of the *I. sinensis* genome. (A) Boxplot showing intron, exon, and transcript length comparisons among the genomes of *I. sinensis, I. taiwanensis*, and *S. moellendorffii*. Boxes indicate the first quartile, median, and third quartile with whiskers extending up to 1.5 times the interquartile distance. (B) Frequency distribution of *Ks* based on the distribution of substitution rates of paralogs in 3 lycophytes (*I. sinensis, I. taiwanensis, S. moellendorffii*) and 2 ferns (*A. filiculoides* and *S. cucullata*). The two *Ks* peaks (0.4 and 1.8) indicate 2 WGDs in *I. sinensis*. (C) Pie chart illustrating of the major classes of repetitive DNA in *I. sinensis*. LINE, long interspersed nuclear element; LTR, long terminal repeat; SINE, short interspersed transposable element; TR, tandem repeat. (D) The relative ages of LTR retroelements computed as Kimura distances suggest a long period of retroelement transposition activity. (E) Boxplot showing distributions of LTR family lengths in *I. sinensis, I. taiwanensis*, and *S. moellendorffii*. (F) Maximum likelihood phylogeny analysis of *Gypsy* retroelements showing the expansion of *Gypsy* in *I. sinensis* and *I. taiwanensis*.

**Table 1:** Statistics of *I. sinensis* genome assembly and annotation

Feature	*Isoetes sinensis*
Genome size (bp)	2,131,756,688
Contig number	4,329
Maximum contig length (bp)	13,293,339
Contig N50 (bp)	2,139,932
Contig N90 (bp)	228,882
Scaffold N50 (bp)	86,663,717
Scaffold N90 (bp)	70,828,552
Gene number	57,303
Average gene length (bp)	3,031.29
Average CDS length (bp)	1,098.39
Exon number per gene	4.79
Average exon length (bp)	294.98
Intron number per gene	3.79
Average intron length (bp)	426.34

### Gene and genome evolution

Our maximum likelihood (ML) phylogeny of 19 species of evolutionarily representative land plants and green algae indicates that *I. sinensis* and *I. taiwanensis* diverged from *S. moellendorffii* about 300 million years ago (Fig. 3). One hypothesis has suggested that the tetraploid *I. sinensis* originated from hybridization between the diploid *Isoetes yunguiensis* and *I. taiwanensis* [17]. We attempted to distinguish the *I. sinensis* genome into 2 subgenomes using genomic information from *I. taiwanensis*. However, genome-wide comparison (Supplementary Table S14) and phylogenetic analysis (Supplementary Fig. S2A) showed that the similarity between pairs of chromosomes of *I. sinensis* was greater than that between *I. sinensis* and *I. taiwanensis*, suggesting that *I. sinensis* was not directly derived from the hybridization of *I. yunguiensis* and *I. taiwanensis*. We further performed *k*-mer and SubPhaser analysis. Clustering of counts of 13-mers identified 2 groups of chromosomes. However, pairs of chromosomes, such as Chr 3 and Chr 4, were found in the same groups (Supplementary Fig. S3A). In addition, SubPhaser analysis identified 9 chromosomes in subgenome 1 and 13 chromosomes in subgenome 2 (Supplementary Fig. S3B). These results suggested that our analyses were not able to identify the 2 subgenomes of *I. sinensis*. 

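Gene structures alone grouped the 22 pseudochromosomes into 11 pairs. A pair of genes was called structure-matched when both had at least 5 CDS exons, the same ordered list of internal CDS exon lengths, and no other gene on the pseudochromosomes shared that list. Of 18934 genes with at least 5 CDS exons, 8306 fell into 4153 such pairs. In 3881 of these (93.5%) the genes lay on chromosomes that were each other's best match, against 135 pairs within 1 chromosome and 137 on other chromosomes. The best-matching chromosomes were those with neighbouring numbers, 1 with 2 through 21 with 22. Chromosome 3 shared 349 matched pairs with chromosome 4 and at most 3 with any other chromosome. When chromosome labels were permuted over the matched genes, the largest share reached was 7.97% (permutation test with 100000 resamples, one-sided p = 1e-05, the smallest p these resamples can give). The chromosomes of a pair differed by 6.61 Mb on average (SD 5.10 over 11 pairs), measured to their last genes. Chromosomes 21 and 22 differed most, by 18.2 Mb, and chromosomes 17 and 18 least, by 1.86 Mb. The sources used here do not tie the numbers 1 to 22 to the names A01 to B11, so the longer and the shorter chromosome of each pair are compared instead.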

To facilitate the subsequent analysis, we adopted an approach similar to that used for the *Artemisia argyi* genome assembly [18] and artificially divided the *I. sinensis* genome into 2 subgenomes, A and B, based on the lengths of chromosome pairs (Supplementary Table S3). Gene numbers were comparable between the 2 subgenomes, with 93.4% of subgenome A genes as homoeologs of 95.0% of subgenome B genes (Supplementary Fig. S2B). 

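The longer chromosome of a pair carried slightly more genes than its partner, in 10 of the 11 pairs. The longer chromosomes held 27695 genes together and the shorter ones 26368. The mean difference was 121 genes per pair (SD 115.7, n = 11 pairs, exact sign-flip permutation test, two-sided p = 0.00195). Each pair was ordered by length, and density ran only from 25.4 to 30.7 genes per Mb over the 22 pseudochromosomes. The ordering itself therefore favours more genes on the longer chromosome, and the p does not show a difference beyond that of length. Chromosome 19 with 2418 genes exceeded chromosome 20 (2075 genes) by 16.5%, and chromosome 9 with 2574 genes exceeded chromosome 10 (2274 genes) by 13.2%. In the remaining pairs the difference ran from 31 fewer genes on the longer chromosome (13 against 14) to 188 more (22 against 21). Genes on unplaced scaffolds are not counted. In groups of at least 3 per scaffold, some match genes on chromosomes 1, 2, 19, 21 or 22 by structure. The largest group for chromosome 19 is 12 genes, on a scaffold of 85 genes, that match it from 77.6 to 79.4 Mb. Per Mb, the longer minus the shorter chromosome gave a mean difference of -0.737 genes, and this difference did not pass the same test (exact permutation p = 0.0762). The ordering puts the greater length in the denominator, which can favour fewer genes per Mb on the longer chromosome. Matched pairs were chosen for identical internal CDS exon lengths, so the following shares describe chosen pairs and not all copies. The total CDS length was identical in 86.1% of matched pairs on paired chromosomes (SD 1.83 over 11 pairs), in 86.7% within 1 chromosome and in 52.6% on unpaired chromosomes. Of 26650 introns between internal CDS exons, 70.4% had exactly the same length in both copies on paired chromosomes (SD 2.75 over 11 pairs), against 83.4% within 1 chromosome and 62.2% on unpaired chromosomes. Homoeologs were not called from sequence here, so these shares are not on the scale of Supplementary Fig. S2B.

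**Figure D3:**
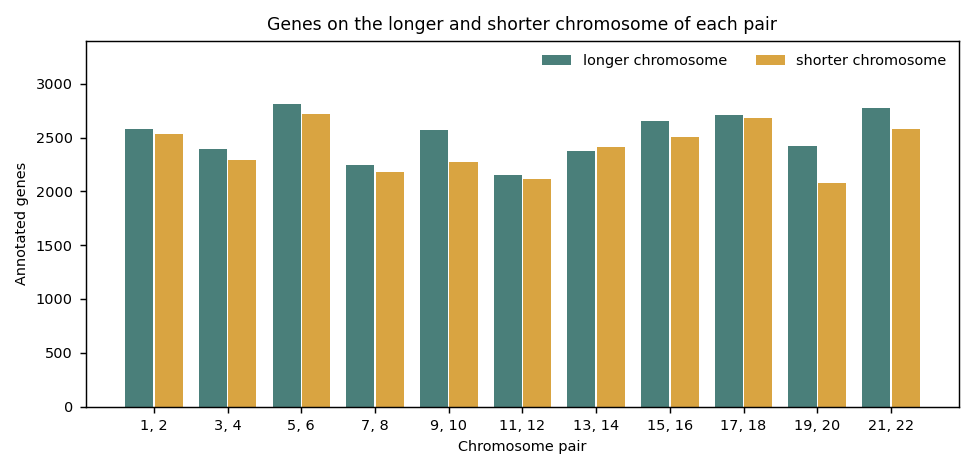
Number of annotated genes on the longer and the shorter chromosome of each of the 11 pairs. The bars of a pair are close in height except for chromosomes 9 and 10 (2574 and 2274 genes) and chromosomes 19 and 20 (2418 and 2075 genes).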

We found high collinearity between allelic chromosome pairs (i.e., A01 and B01) but weaker collinearity between other regions (Supplementary Fig. S4A and Supplementary Tables S15 and S16), indicating the stability of *I. sinensis* as a tetraploid species. 

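Along whole chromosomes, the order of matched genes was strongly correlated between the chromosomes of every pair. Spearman's rho of gene order had a median of 0.997 over the 11 pairs. It was highest for chromosomes 9 and 10 (0.99998, 397 matched genes) and lowest for chromosomes 19 and 20 (0.945, 285 matched genes). Each of the 11 values had an adjusted p of 1e-05, the smallest that 100000 resamples can give (permutation test, Benjamini-Hochberg adjustment over the 11 pairs). The copies had the same orientation in 2880 of the 3881 matched pairs on paired chromosomes and the opposite orientation in 1001. Order was reversed in 232 of 394 steps between opposite neighbours, against 39 of 2267 between same-orientation neighbours. A high rho over a whole chromosome thus does not exclude local reversals. These correlations are across genes, which are not independent replicates. Matches on unpaired chromosomes made up 3.30% of all matches and matches within a chromosome 3.25%. These shares depend on the rule that exactly 2 genes share a structure. With structures shared by 2 to 4 genes and every pair among them counted, 822 of 5488 gene pairs (15.0%) lay on unpaired chromosomes. Part of this rise can come from the counting. For 4 genes, 1 on each chromosome of 2 pairs, more combinations are unpaired than paired. The matched pair with most CDS exons, evm.TU.Chr19.898 on chromosome 19 (15584214 to 15621862) and evm.TU.Chr20.866 on chromosome 20 (16583706 to 16623436), had 65 CDS exons and a CDS of 12954 bp in both copies, and 59 of its 62 compared introns were of identical length. From the strong collinearity within pairs and the weaker collinearity elsewhere, the paper concludes that *I. sinensis* is stable as a tetraploid species.

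**Figure D4:**
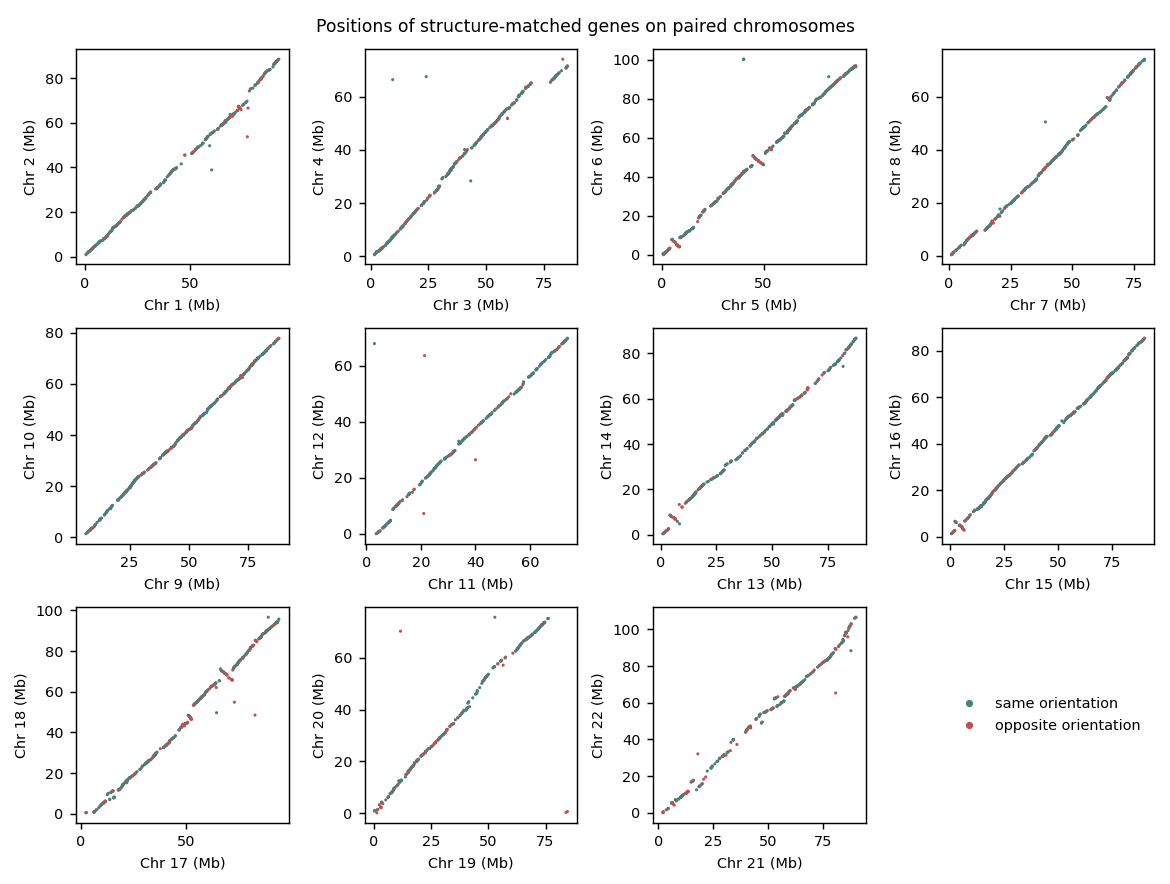
Position in Mb of each structure-matched gene on the chromosomes of its pair, 1 panel per pair and 1 point per matched pair of genes. Colour shows whether the copies have the same or the opposite orientation on their chromosomes. The 3881 points lie mostly along the diagonals.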

Abundant synteny blocks were observed between *I. sinensis* and *I. taiwanensis* (Supplementary Fig. S4B), suggesting that collinear blocks were retained after polyploidization. The collinearity between seed-free and seed plants was little known due to lack of chromosomal genome assembly of seed-free plants. We found only 2 plausible synteny blocks between *I. sinensis* and *Arabidopsis thaliana* and *Zea mays* (Supplementary Fig. S4C), which illustrates the very limited collinearity between *I. sinensis* and seed plants.

**Figure 3:**
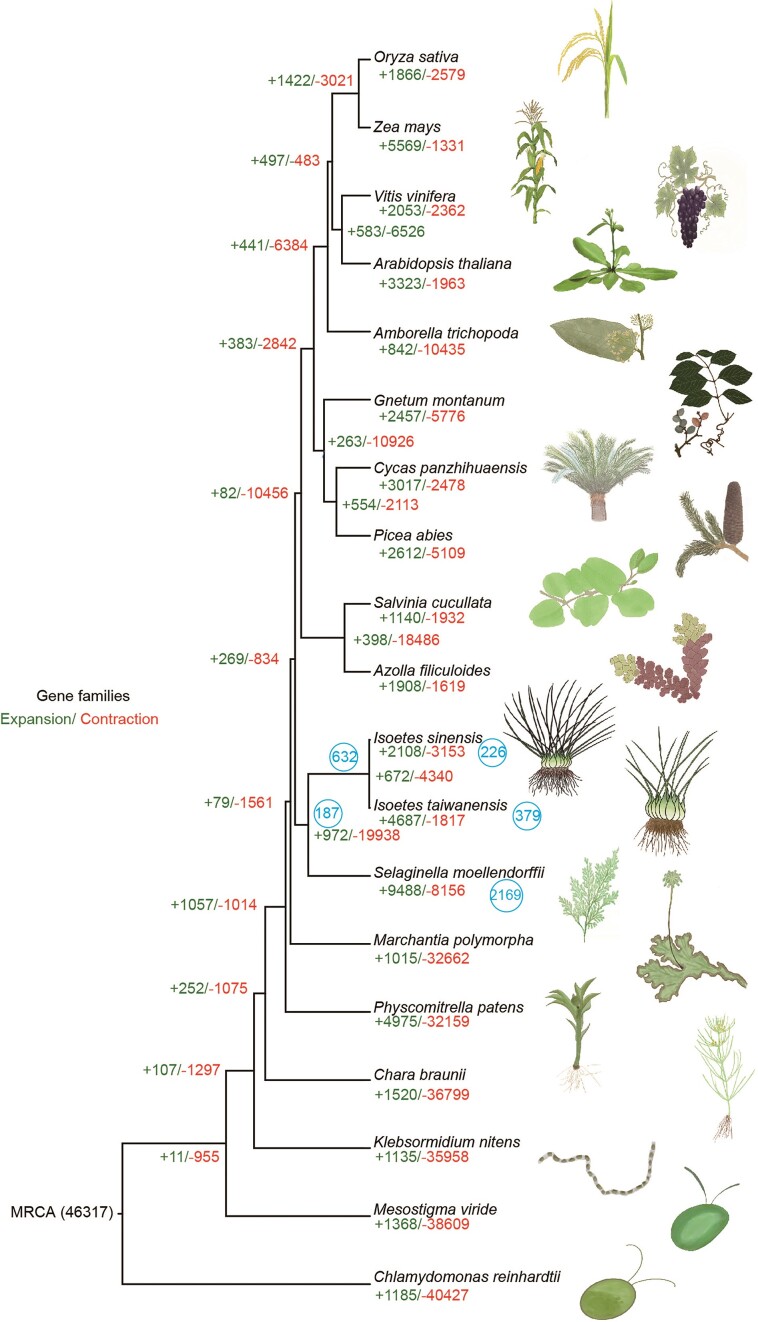
Evolution analysis of gene families in *I. sinensis* and 19 selected evolutionarily representative green algae and land plants. The phylogenetic tree was constructed from the ML method. The green numbers on the branches of the phylogenetic tree indicate the number of expanded gene families, and the red numbers refer to the number of constricted gene families. The supposed most recent common ancestor (MRCA) contains 46,317 gene families. Totals of 2,108 and 3,153 families had undergone expansion and contraction in *I. sinensis*, respectively. Only 1 subgenome of *I. sinensis* was used. The number in the blue circle indicates the retained duplicates from WGDs.

Gene family expansions and contractions are often closely related to the adaptive evolution of species [19]. We distinguished expansion and contraction of gene families among representative plant species using homology-based methods. In total, 2,108 and 3,153 families had undergone expansion and contraction in *I. sinensis*, respectively (Fig. 3). Expanded gene families were mostly enriched for energy metabolism functions such as photosynthesis and oxidative phosphorylation, while contracted gene families were mostly enriched in lipid metabolism functions such as linoleic acid metabolism and fatty acid degradation (Supplementary Fig. S5). Notably, many more gene families that had expanded (4,687) and fewer that had contracted (1,817) were found in *I. taiwanensis* than in *I. sinensis* (Fig. 3), suggesting high genetic variation within *Isoetes*.

Diploid A and B subgenomes shared 15,280 orthologous gene families, which include 3,007 and 2,103 multicopy gene families in the A and B subgenomes, respectively. Of the orthologous single-copy gene sets in *I. taiwanensis*, 909 and 1,187 genes had been lost from the A and B subgenomes, respectively, of *I. sinensis*. These gene losses were also coincident with the smaller chromosome size of *I. sinensis* (96.8 Mb on average) relative to that of *I. taiwanensis* (150.9 Mb). Furthermore, 6,578 genes that exist as a single copy in *I. taiwanensis* still exist as a single copy (1 copy per subgenome) in each of the 2 *I. sinensis* subgenomes. 

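Measured to the end of the last gene, the 22 pseudochromosomes of *I. sinensis* averaged 87.1 Mb (SD 9.78), below the 96.8 Mb that the paper gives. The longer chromosomes of the 11 pairs averaged 90.4 Mb and the shorter ones 83.8 Mb. Together they spanned 1915 Mb, with 28.2 genes per Mb. Scaffolds not placed on a chromosome are left out of these lengths, and *I. taiwanensis* was not analysed here.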

To understand the effect of polyploidization on gene expression, we analyzed the gene expression bias between pairs of chromosomes in *I. sinensis* by using a similar approach reported in *Brassica juncea* [20]. On average, 5,206 gene pairs showed homoeolog expression dominance. Notably, the number of dominant genes was comparable between 11 pairs of chromosomes. The exception was found in Chr 10, where two times more dominant genes in Chr B10 than that in Chr A10 (Supplementary Fig. S6). These results suggest that polyploidization might have affected the relative expression of homoeologs and likely equally affected the 2 subgenomes except Chr 10.

### Whole-genome duplications and repeat elements

Analysis of synonymous substitutions per synonymous site (*Ks*) suggests the occurrence of 2 whole-genome duplications (WGDs) with median values of 0.4 and 1.8 in *I. sinensis*, and the strong peak ∼1.8 may represent the *K*s values of homeologs of the A and B subgenomes (Fig. 2B and Supplementary Tables S16 and S17). The 2 WGDs are consistent with a previous 1KP transcriptome study that reported 2 WGDs (ISTEɑ and ISTEβ) in *Isoetes tegetiformans* and *Isoetes echinospora* [21], but in contrast to the single WGD found in *I. taiwanensis* [10], which suggests a complex evolutionary history within *Isoetes*.

In *I. sinensis*, repetitive sequences occupy 63.15% of the genome (Supplementary Tables S18 and S19), a much higher proportion than in the genomes of *I. taiwanensis* and *S. moellendorffii* [7, 10]. These repetitive sequences were evenly distributed across the genome of *I. sinensis* (Fig. 1C). Most of the repeats in the *I. sinensis* genome (53.67%) are long terminal repeat (LTR) retrotransposons (Fig. 2C), and more than 30% of LTR insertions in the *I. sinensis* genome occurred recently (Fig. 2D). LTRs in *I. sinensis* are shorter than those in *I. taiwanensis* but longer than those in *S. moellendorffii* (Fig. 2E). We found fewer repeats in each subgenome of *I. sinensis* than that in *I. taiwanensis* but a greater number of LTR/*Copia* and *Gypsy* elements in each chromosome of *I. sinensis* than that in *I. taiwanensis* (Supplementary Table S19), which suggests that LTR copies have likely increased since the divergence of *I. sinensis* and *I. taiwanensis*. Next, we generated a phylogenetic tree to compare the evolution of the LTR retrotransposon *Gypsy* in *I. sinensis, I. taiwanensis*, and *S. moellendorffii*. In addition to transposons similar to those in *S. moellendorffii*, we found that many species-specific transposons had evolved in *I. sinensis* and *I. taiwanensis*, indicating the expansion of *Gypsy* in *Isoetes* (Fig. 2F).

### Transcriptional regulation

We identified 1,461 sequences that encode transcription factors (TFs) belonging to 52 families in *I. sinensis* (Supplementary Tables S20 and S21). We found that 2.86% of the protein-coding genes in *I. sinensis* encode TFs, relatively fewer than in other land plants but more than in green algae [22]. Genes that encode AP2/ERF, MYB, and bHLH family members accounted for the highest proportion TF-encoding genes in *I. sinensis* (Fig. 4A). When we compared the number of TFs encoded by the diploid A and B subgenomes of *I. sinensis* and other plant genomes, we found that the number of TF-encoding genes increased likely along with organismal complexity, although we did note some exceptions [23]. For example, we found a larger number of genes encoding AP2/ERF, AP2/B3, CSD, and PPP1 in the subgenomes of *I. sinensis* than in the genomes of ferns (Fig. 4A). Interestingly, the gene encoding GeBP (GL1 enhancer binding protein) has been lost from *I. sinensis* but is present in *S. moellendorffii* and bryophytes (Fig. 4A and Supplementary Table S20). Next, we analyzed the evolution of TF families and detected many *I. sinensis–*specific subfamilies, as exemplified by the 2R-MYB family, which performs essential plant stress response functions and represents the second largest TF family in *I. sinensis*. A total of 90 2R-MYB–encoding genes were found in the genome of *I. sinensis*. Phylogenetic analysis suggests that twenty-one 2R-MYB TFs belong to 7 ancient subfamilies, including S28, S21, S22, S23, S18, S8, and S68, which have functions in stress response and development [24, 25]. Among the other nine 2R-MYB TF subfamilies, 6 of them contain only *I. sinensis* sequences, suggesting a species-specific expansion of 2R-MYB TFs within *I. sinensis* (Fig. 4B and Supplementary Dataset S1). We observed that most MYBs within group NS5 were located on a pair of chromosomes of *I. sinensis* (Supplementary Dataset S1), which may suggest their tandem duplication before polyploidization.

**Figure 4:**
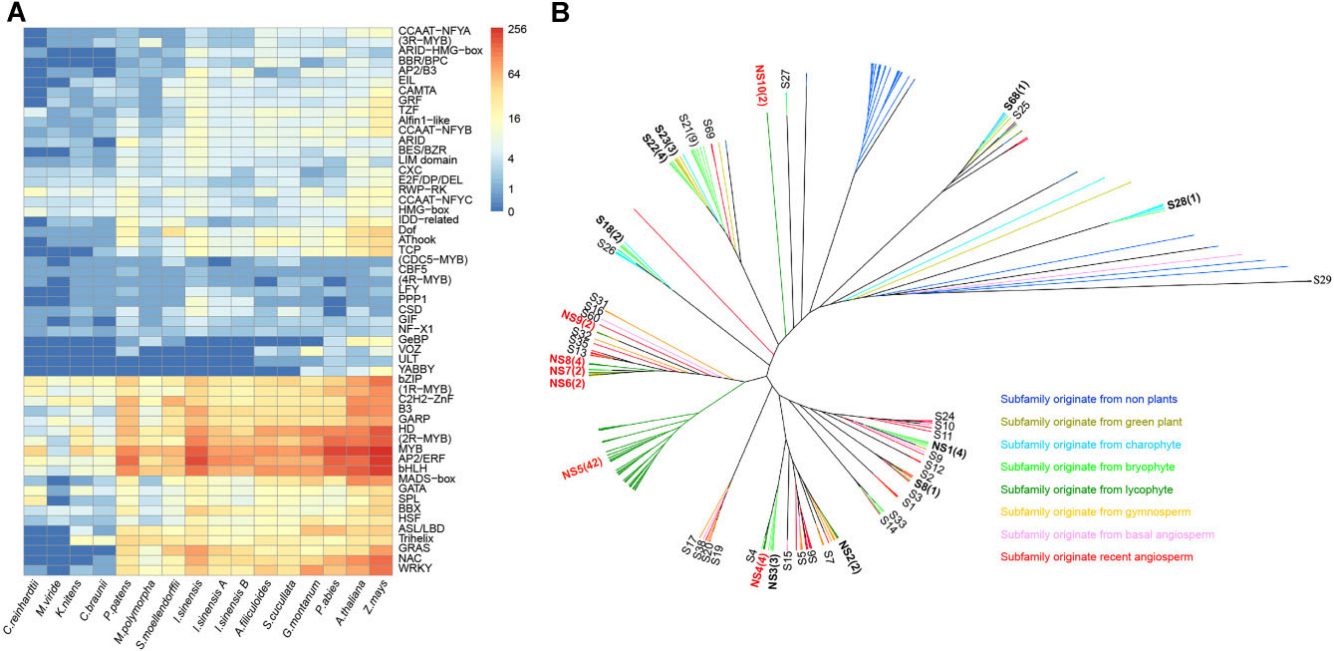
Transcription factors in *I. sinensis*. (A) Heatmap illustrating the numbers of transcription factors in *I. sinensis* compared with 13 evolutionarily representative green algae and land plants. Detailed information is shown in Supplementary Table S23. (B) Neighbor-joining phylogenetic analysis of R2R3-MYB proteins encoded by the genome of *I. sinensis*. The tree includes 90 R2R3-MYB sequences. Bootstrap replicates = 1,000. See Supplementary Dataset S1 showing the detailed tree.

### Phytohormones

Although the genome sequences of *I. taiwanensis* and *S. moellendorffii* are available, little is yet known about phytohormone in the Lycophyta. To better understand phytohormone regulation in *I. sinensis*, we investigated both conserved and lost genes that related to synthesis, transport, and signal transduction of phytohormones.

The auxin biosynthesis pathway in flowering plants is conserved and includes one *TAA* (encoding tryptophan aminotransferase in *Arabidopsis*) and 5 *YUCCA* homologs encoding flavin monooxygenase-like enzymes [26]. However, only 1 *YUC* was found in *I. sinensis*. There is no TAA-encoding gene in *I. sinensis*, although its paralog *TAR* was detected (Supplementary Fig. S7 and Supplementary Datasets S2–S6). The *I. sinensis* genome possesses the auxin signal transduction components *AUX1* and a small number of *SAUR* genes that are not found in early land plants, suggesting that these genes could have evolved in the lycophytes. Interestingly, *I. sinensis* does not carry the *IAA1* and *GH* genes that are present in seed plants, suggesting a stepwise acquisition of auxin signaling during land plant evolution.

Abscisic acid (ABA) is generated under environmental stress and leads to a series of reactions that allow plants to adapt to adverse conditions [27]. Almost all the genes involved in ABA biosynthesis, except *XD* and *AAO*, are present in *I. sinensis* (Supplementary Fig. S7 and Supplementary Datasets S7–S11). The PYL receptor mediates the ABA response in cells via a complex between ABA and PYL that inhibits a PP2C (group A phosphatase 2C) to activate SnRK2, a SNF1-related protein kinase 2. While genes encoding PP2C and SnRK2 exist in *I. sinensis*, only 1 homolog encoding the PYL receptor (PYL5) was found. Genes encoding downstream TFs, such as AREB/ABFs, which are involved in desiccation tolerance, were also detected in *I. sinensis*. In addition, almost all of the genes involved in the cytokinin/ethylene-controlled signal transduction pathways exist in *I. sinensis*, except for those encoding the receptor CKR in the cytokinin signaling pathway, and 1-aminocyclopropane-1-carboxylate oxidase, which exists only in seed plants [28] (Supplementary Fig. S7 and Supplementary Datasets S12–S19). Jasmonic acid (JA) and gibberellin (GA) signaling pathways play important roles in response to biotic stress [29]. We identified almost all of the genes that constitute the JA and GA pathways in *I. sinensis* (Supplementary Fig. S7 and Supplementary Datasets S20–S24). Like other plants, *I. sinensis* contains genes that encode JA biosynthetic enzymes such as LOX, AOC, AOS, JAR1, and OPR3, as well as genes encoding COI1 receptor and MYC transcription factor orthologs. Among the few exceptions are genes encoding GA synthesis and transport functions such as *PIL* and *GA3OX* that are present in the genomes of green algae and early land plants but have been lost from the *I. sinensis* genome. Taken together, the presence of these orthologs suggests nearly intact ABA, cytokinin, ethylene, JA, and GA signaling pathways in *I. sinensis*.

On the other hand, we found a paucity of genes involved in the strigolactone (SL) and salicylic acid (SA) signaling pathways in *I. sinensis* (Supplementary Fig. S7 and Supplementary Datasets S25–S28). For example, apart from only 1 *MAX2* gene, *I. sinensis* has lost many other genes with functions in SL signaling. Furthermore, only a few components of the BR pathway (BRI1-like and DET2) can be detected in *I. sinensis* (Supplementary Datasets S29–S32). As for SA signaling, we detected genes encoding CUL3 but none encoding NPR or BOP in *I. sinensis*.

We further compared the genes involved in phytohormone between *I. sinensis* and *I. taiwanensis*. Except for a small number of genes found only in *I. sinensis*, such as *GA2OX* and *AOC3*, and the genes found only in *I. taiwanensis*, such as *BAK1, ACO4, ACS2, ACS4*, and *JAZ*, most of genes are conserved with slight copy number variation between these 2 *Isoetes* species (Supplementary Table S22). This result might suggest a conserved phytohormone regulation between *I. sinensis* and *I. taiwanensis*.

### CAM photosynthesis

CAM is a metabolic pathway that concentrates CO_2_ in plant cells to help some land plant species avoid drought and aquatic plant species avoid CO_2_ limitation [30]. This adaptation is widespread in *Isoetes*, wherein carbon accumulates as malic acid during the night and enters the Calvin cycle during the day to improve CO_2_ utilization [15]. Recently, the evolutionary path of CAM in *I. taiwanensis* has been described [10]. As does *I. taiwanensis, I. sinensis* possesses genes encoding both bacterial- and plant-type phosphoenolpyruvate carboxylase (PEPC) (Supplementary Fig. S8A, B), a key enzyme in CAM and C4 photosynthesis in various plant species*. I. sinensis* expresses the bacterial-type *PEPC* at a low level and expresses the plant-type *PEPC* at a high level in roots, shoots, and sporangia, in contrast to the higher expression of bacterial-type *PEPC* than plant-type *PEPC* during development in *I. taiwanensis* (Supplementary Fig. S8C). In addition, *I. sinensis* lacks a gene encoding phosphoenolpyruvate carboxykinase (Supplementary Fig. S7B), which participates in 1 of 2 important decarboxylation pathways in *I. taiwanensis*, suggesting differences in mechanisms of CAM across aquatic plants.

### Stomatal development

Some aquatic plant species do not develop stomata or have nonfunctional stomata occluded by wax [31]. Functional stomata are important for *Isoetes* to adapt to amphibiotic conditions. However, we found that some key genes for stomata development, such as *SPEECHLESS* (*SPCH*), *MYB88*, and *MUTE* [32, 33], are not present in the genomes of either *I. sinensis* or *I. taiwanensis* (Supplementary Fig. S9), suggesting specialized stomatal regulation in *Isoetes. I. taiwanensis* leaves have relatively fewer stomata than do those of *I. sinensis* [34]. Thus, we compared the *I. sinensis* and *I. taiwanensis* genes likely involved in stomatal development or regulation [35] and identified 45 of these genes in the *I. sinensis* genome and 39 in the *I. taiwanensis* genome, from a total 75 genes that could have been involved in these processes (Supplementary Fig. S9). The absence of some putative stomatal development genes from each genome might have contributed to the differences in stomatal number and regulation of stomatal development between *I. sinensis* and *I. taiwanensis*.

### Adaptation to environmental stresses

Land plants are often threatened by adverse abiotic environmental conditions that limit their growth and development. By comparing the genomes of *I. sinensis* and *I. taiwanensis*, as well as transcriptomes of 19 lycophytes from the 1KP project [36], we analyzed the genetic basis of lycophyte adaptation to environmental stresses.

### Cold sensing and response

Our comparative analysis did not detect many of the key genes responsible for cold sensing or response in lycophytes (Supplementary Fig. S10 and Supplementary Datasets S33–S45). First, as a temperature stress sensor, Ca^2+^ can induce temperature-responsive gene expression [37, 38]. Annexin 1 (ANN1) is the essential Ca^2+^ osmotic transporter that mediates cold-triggered Ca^2+^ influx and freezing resistance [37]. However, *ANN1* is absent in *I. sinensis* and most of the other lycophytes (Fig. 5A and Supplementary Fig. S9A). Second, EARLY FLOWERING 3 (ELF3), ELF4, and LUX ARRYTHMO (LUX) can form an evening complex to perceive temperature changes and regulate plant growth by directly repressing the expression of *PIF4* under cold temperatures [39]. *ELF4* was also not detected in all of the lycophytes (Fig. 5A and Supplementary Fig. S10A). Third, cold stress activates the transcription of TF-encoding genes, including those encoding C-repeat binding factors (CBFs) [40]. OST1 is a positive regulator in CBF-dependent cold signaling, while EGR2 phosphatase is a negative regulator of plant-freezing tolerance via inhibition of OST1 kinase activity, which thereby reduces the expression of CBFs during cold stress responses. In addition, the negative transcriptional regulator of CBFs, MYB15, is degraded during cold stress. We did not detect *EGR2* and *MYB15* in all of the lycophytes (Fig. 5A and Supplementary Fig. S10A). The absence of these homologs suggests a diversification between lycophytes and model plant *Arabidopsis* in the cold-sensing and response pathway.

**Figure 5:**
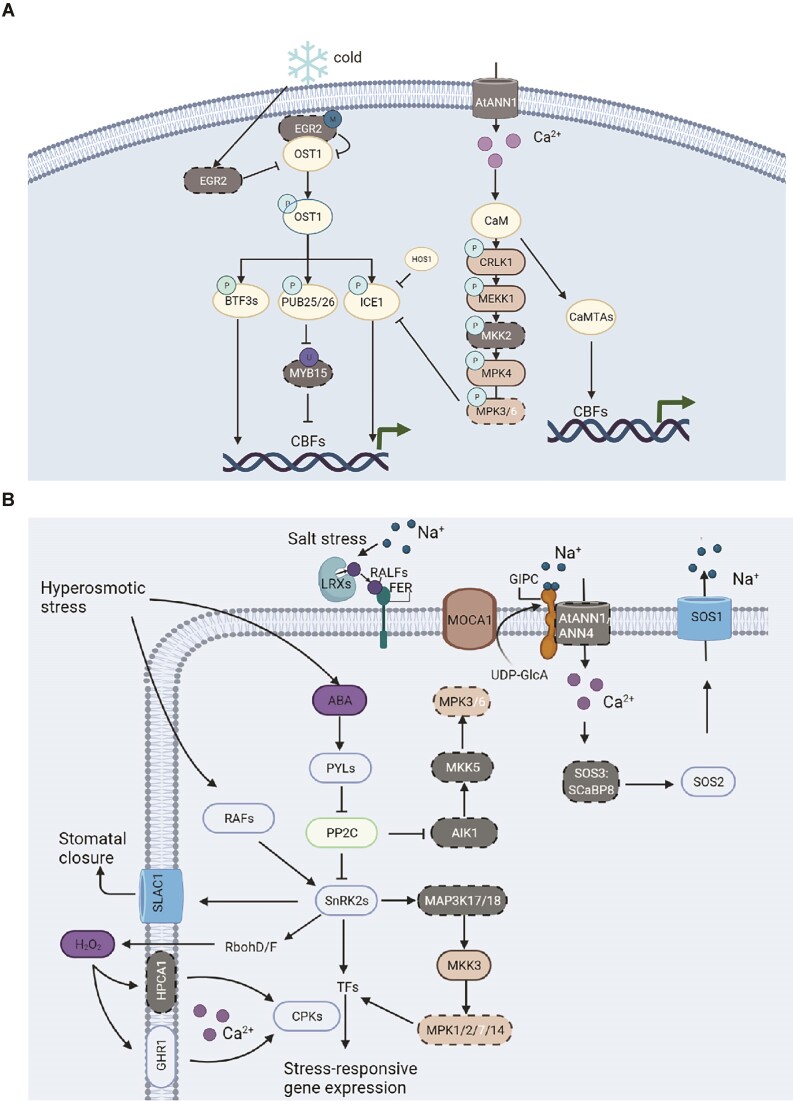
Abiotic stress responses in lycophytes. (A) Diagram showing the pathway and genes involved in cold sensing and response in plants. The key genes *EGR2, MYB15*, and *ANN1* were not detected in *I. sinensis* and most lycophytes. (B) Diagram showing the pathway and genes involved in salinity and drought stress sensing and signaling. The key genes *MKK5, AIK1, MAP3K17/K18, HPCA1, ANN1, ANN4, SOS3*, and SCaBP8 were not detected in *I. sinensis* and most lycophytes. Dotted lines and white text indicate the absence of genes.

### Drought and salinity sensing and response

Drought stress stimulates local production and accumulation of the hormone ABA in plant organs, which is an important way to improve water efficiency and drought resistance in plants [41]. ABA signaling is mediated by the ABA receptors PYR, PYL, and RCAR and by the PP2Cs and SnRK2s [42, 43] that interact with them. The genes that encode these proteins are present in lycophytes (Supplementary Fig. S11A and Supplementary Datasets S46–S66). ABA-activated SnRK2s are phosphorylated and phosphorylate the plasma membrane NADPH oxidase RbohD/F that generates O^2−^ and subsequently H_2_O_2_ [38]. Leucine-rich repeat receptor kinases HPCA1 and GHR1 then sense this extracellular H_2_O_2_ and activate Ca^2+^ signaling via Ca^2+^ channels [44, 45]. In *Arabidopsis*, H_2_O_2_‐ and ABA‐induced stomatal closure is impaired in the *hpca1* mutant [44, 45]. However, the absence of the *HPCA1* from *I. sinensis* and many other lycophytes might adversely affect the drought resistance of these species (Fig. 5B and Supplementary Fig. S11A).

Salinity is another important environmental factor inducing abiotic stress in plants and can result in hyperosmotic stress in plant cells [46]. In *Arabidopsis*, the salt overly sensitive (SOS) pathway comprises the SOS3 and SCaBP8 calcium sensors, the SOS2 protein kinase, and the SOS1 plasma membrane Na^+^/H^+^ antiporter. When an *Arabidopsis* plant experiences salt stress, SOS3 and ScaBP8 sense the calcium signal, interact with SOS2, and activate its kinase activity, which then activates the reverse transport activity of SOS1 [47, 48]. Calcium signals in this system in *Arabidopsis* are mediated by the Ca^2+^-permeable transporters AtANN1 and AtANN4 [49, 50]. The absence from the lycophytes of genes encoding the Ca^2+^ transporters ANN1 and ANN4 and those encoding the downstream sensor SOS3 and ScaBP8 might thus limit the adaptability of lycophytes to salt stress (Fig. 5B and Supplementary Fig. S11B).

On the other hand, we also observed some conserved pathways between lycophytes and angiosperms (Supplementary Figs. S11A–C) that might contribute to the adaption to drought and salinity in lycophytes.

### Cadmium stress

Water pollution and eutrophication result in heavy metal stress that critically endangers *I. sinensis* [51]. Cadmium (Cd) is a heavy metal with high toxicity to plants [52]. Uptake of cadmium occurs in root cells, mainly mediated by NRAMP5, and its root-to-shoot transport is completed by HMA2 and HMA4 [53]. HMA3 mediates an effective detoxification mechanism that limits Cd transport to shoots by accumulating Cd in vacuoles [53]. *Cadmium accumulation in leaf 1* (*CAL1*) encodes a defensin-like protein that can chelate cytosolic Cd and promotes secretion of Cd into intercellular spaces such as the cell wall apoplast and xylem to decrease the concentration of Cd in the cytosol during transport of Cd within the plant [54]. Homologs of *HMA3* and *CAL1* are not present in the *I. sinensis* and many lycophytes (Supplementary Fig. S12 and Supplementary Datasets S67–S68), which could limit the ability of lycophytes to control the transport and accumulation of Cd.

The activities of phytohormones are important for plants to adapt to heavy metal stress [55]. For example, cadmium enhances the activity of *Gretchen Hagen 3* (*GH3*), a gene present in algae and land plants that reduces the level of active indole-3-acetic acid (IAA) by esterifying it with an amino acid, resulting in increased lignin synthesis and peroxidase activity during plant defenses to heavy metal toxicity [56]. Treatment of plants with Cd resulted in the accumulation of *ETR2* and *ERF1*, which encode ethylene receptors, whereas the abundance of transcripts for brassinosteroid (BR)–related genes such as DWARF and BR6ox, decreased, suggesting that Cd-mediated BR biosynthesis feedback is inhibited when the BR contents increase [57]. BR homeostasis also requires the transcription factor BZR1 [58]. However, the homologs of all genes relevant to heavy metal response mentioned above are absent of *I. sinensis* and those of most lycophytes (Fig. 5C and Supplementary Fig. S12), which could adversely affect their ability to adapt to Cd stress.

## Conclusion

Here, we present a high-quality assembly and annotation of the *I. sinensis* genome, which represents the first sequenced tetraploid genome with chromosome-level assembly for a seed-free plant. Comparative analysis between *I. sinensis* and its close related diploid species *I. taiwanensis* revealed the features of genome and polyploidy in lycophytes. We found the differences in CAM and stomatal regulation between *I. sinensis* and *I. taiwanensis*. Comparison of the genome of *I. sinensis* with genomes representing the evolutionary lineages of green algae and land plants has revealed that *I. sinensis* possesses some common genetic tools, such as those associated with transcriptional regulation and involved in ABA, cytokinin, ethylene, JA, and GA signaling pathways. On the other hand, we have also shown that some key genes involved in important genetic pathways, including strigolactone, salicylic acid, and stress responses (cold, drought, salinity, and cadmium), have been lost or not detected in the *I. sinensis* and many lycophytes. These findings are crucial for the understanding of lycophyte development and their adaptation to adverse abiotic environmental conditions.

## Methods

### Plant materials and genome sequencing

*I. sinensis* shoot materials were harvested from Yangdongcun, Beilun District, Ningbo, Zhejiang Province of China. DNA was extracted using a modified cetyltrimethylammonium bromide procedure. DNA concentrations and purity were evaluated by NanoDrop and its quality analyzed by agarose gel electrophoresis. Paired-end libraries with a 350-bp inserts were prepared by following the Illumina protocols and then sequenced in PE150 mode on the Illumina HiSeq X Ten platform (RRID:SCR_016385). A total of 176.46 Gb paired-end reads were obtained for genome survey. The read mapping rate of the Illumina sequencing was 98.58%, covering 99.95% of the *I. sinensis* genome. For the PacBio Sequel analysis, the libraries for single-molecule real-time (SMRT) genome sequencing were prepared according to the manufacturer's protocol for the sequencing platform and then sequenced with SMRT sequencing at 43.52× coverage using 4 cells. A total of 97.01 Gb reads were obtained for the genome assembly. High-throughput chromosome conformation capture (Hi-C) sequencing libraries were produced as follows: nuclei were isolated and fixed with the cross-linking agent paraformaldehyde and then the cross-linked DNA was treated with restriction enzymes. Biotin was then added to label the ends of oligonucleotides during terminal repair. Adjacent DNA fragments were joined using nuclease ligases. Protein was digested with a protease to dissociate the protein from the DNA. Then the genomic DNA was extracted and randomly sheared into 350-bp fragments using a Covaris crusher. The library was prepared according to manufacturer's instructions (Illumina) and sequenced on a HiSeq X Ten DNA system to obtain 150-bp paired-end sequences.

### RNA-seq and full-length transcriptome sequencing

RNAs from roots, shoots, and sporangia of *I. sinensis* were extracted using a RNeasy Plus Mini Kit (Qiagen). After that, rRNA was removed from total RNA samples using the RiBO-Zero Kit (Illumina). The isolated mRNA (∼1% of total RNA) was used as template to synthesize complementary DNA (cDNA), then the cDNA was sheared into small fragments. Paired-end libraries were prepared from various tissues by following the Illumina protocols and sequenced with PE150 mode on the Illumina HiSeq X Ten platform. Pooled samples from the roots, shoots, and sporangia pooling sample were used for the PacBio Sequel analysis. The libraries for SMRT genome sequencing were prepared according to the manufacturer's protocol for the sequencing platform and then sequenced on a PacBio Sequel II with SMRT sequencing.

### Genome assembly and annotation

Before *de novo* genome assembly, Illumina short reads were used for preliminary evaluation of the genome size, heterozygosity, and repeat sequence proportions by *k*-mer analysis. After data filtering and quality control, the short reads were first assembled using SOAPdenovo (RRID:SCR_010752) software to generate contigs. These contigs were further used to construct scaffolds according to their pair-end relationships. The quality value (QV) score generated from Merqury (RRID:SCR_022964) was 46.1448, and the corresponding error rate was 2.4295e-05.

*De novo* genome assembly of the PacBio long reads from *I. sinensis* genomes was performed using Hifiasm (RRID:SCR_021069) [59]. The primary contigs were polished by aligning PacBio SMRT reads using the NextPolish software with the default parameters [60]. The consensus sequences for scaffolds were further polished based on Illumina paired-end reads using Pilon (RRID:SCR_014731). The total length of this assembly was 2,131.51 Mb, with a contig N50 up to 2,673 kb.

For the chromosome-level assembly, the clean Hi-C sequencing data were mapped to the draft genome using the Burrows–Wheeler Aligner (BWA) [61], and the repeated and unmatched data were removed by SAMtools (RRID:SCR_005227) [62]. Only unique valid paired-end reads were retained for subsequent chromosome-level assembly. Draft genome scaffolds were clustered according to interactions using the ALLHiC software (RRID:SCR_022750) [63]. Finally, about 90.10% sequences were grouped into 22 pseudochromosomes. Transcripts were aligned using Bowtie 2 (v.2.3.4.1) [64] software with the parameters (–no-mixed –no-discordant). The transcriptome was then quantified using RSEM (RRID:SCR_000262) (v.1.3.1) [65] with default parameters. After RNA-seq analysis, we found a total of 43,154 expressed genes accounting for 75.3% of the total predicted genes, which proved the high reliability of our genome annotation.

### Genome completeness assessment

Genome completeness was evaluated using BUSCO (RRID:SCR_015008) [66] and CEGMA (RRID:SCR_015055) [67] analyses. BUSCO detected 84.7% complete and 3.2% fragmented BUSCO gene models in the assembly. CEGMA results suggested that 98.39% of core eukaryotic genes have been assembled. Small fragment library reads were selected and aligned to the assembled genome using BWA software (RRID:SCR_010910). Finally, 98.58% of small fragment reads mapped to the *I. sinensis* genome. LAI was evaluated by LTR_retriever (RRID:SCR_017623) (v2.9.0) [68].

### Repeat sequence annotation

The repetitive sequences in *I. sinensis* were estimated by *de novo* strategies using RepeatModeler (RRID:SCR_015027), RepeatScout (RRID:SCR_014653), LTR_FINDER (RRID:SCR_015247) [69], MITE-Hunter (RRID:SCR_020946) [70], and PILER-DF [71]. A homology-based search for repeat sequences was carried out using RepeatMasker (RRID:SCR_012954) [72] to search Repbase (RRID:SCR_021169).

LTRs were identified using LTR_FINDER [69] and LTRharvest (RRID:SCR_018970) [73], the results of which were then integrated with LTR_retriever [68] to build an accurate, nonredundant species-specific LTR database. Subsequently, we used homology-based prediction methods to annotate, filter out false positives, and annotate comprehensive and accurate species LTR sequences, including intact LTRs, solo LTRs, and LTR-related sequences.

### LncRNA sequencing and analysis

Total RNA was extracted from each *I. sinensis* sample using the RNeasy Plus Mini Kit, and rRNA removal was performed using a RiBO-Zero Kit. Isolated RNA was used for cDNA library construction, using the dUTP method [74]. These libraries were sequenced on an Illumina HiSeq X Ten platform. The purity, concentration, and integrity of RNA were checked using the agarose gel electrophoresis, the Qubit 2.0 Fluorometer, and the Agilent 4150 TapeStation, respectively. After trimming adapters and filtering out low-quality reads, a total of 14.02 Gb clean reads were generated. The transcriptome was mapped to the reference genome using TopHat2 [75]. Transcripts greater than 200 bp in length and containing at least 2 exons were considered lncRNA candidates. Four computational approaches, including CPC [76], CNCI [77], Pfam (RRID:SCR_004726), and PhyloCSF [78], were combined to evaluate the protein-coding capability of the lncRNA candidates.

### Small RNA sequencing and analysis

Small RNA libraries for *I. sinensis* were constructed using a Small RNA Sample Pre Kit for Illumina HiSeq sequencing. Raw reads were filtered by removing 3′-adapters, primers, and low-quality sequences using Cutadapt (RRID:SCR_011841) v1.9.1. Clean reads of 18 to 30 nucleotides were screened for subsequent analysis. The clean reads were mapped to Silva (RRID:SCR_006423), GtRNAdb database (RRID:SCR_006939), Rfam (RRID:SCR_007891), and Repbase (RRID:SCR_021169) to remove rRNAs, tRNAs, snRNAs, snoRNAs, and other ncRNAs and repeats. The remaining reads were compared with reference miRNAs in the miRbase (RRID:SCR_003152) to annotate miRNAs. These reads were then mapped to the genome using Bowtie 2 (RRID:SCR_016368) [64].

### Predictions of genes and noncoding RNAs

Gene annotation was performed by combining evidence drawn from *ab initio* prediction, homology-based gene prediction, and transcript evidence from RNA-seq data for *I. sinensis*. The *ab initio* gene prediction was conducted using 2 *ab initio* gene predictors, Augustus (RRID:SCR_008417) [79] and Genscan (RRID:SCR_013362), with default parameters. Orthologous protein sequences were then aligned to the genome assembly using GeneWise (RRID:SCR_015054) [80]. In addition, the transcriptome data of the whole plant were used to predict genes using PASA [81]. Evidence Modeler [82] was used to generate a single high-confidence gene model set. Finally, 57,303 protein-coding genes were predicted for *I. sinensis* and all protein-coding genes were annotated to the public protein databases at KEGG (RRID:SCR_012773), SwissProt (RRID:SCR_021164), TrEMBL, and InterProScan v5.11–51.0 (RRID:SCR_005829), with an E-value cutoff of 1e^−5^. Pseudogenes were detected by exonerate (RRID:SCR_016088) (v.2.4) using the protein data of *Salvinia cucullata, Azolla filiculoides* [8], and *I. sinensis*.

We used 2 strategies to annotate noncoding RNAs, including *de novo* prediction and direct RNA sequencing of small RNAs and lncRNAs. rRNA fragments were identified using BLAST against rRNA sequences of reference species in the Pfam database. tRNAs were identified using tRNAscn-SE. Additionally, other types of noncoding RNA, including miRNAs and snRNAs, were identified at the Rfam database using INFERNAL (RRID:SCR_011809) [83].

### Identification of WGD

In order to search for genome-wide duplications in the *I. sinensis* genome, we used the Whole-Genome Duplication Integrated analysis tool for WGD and intragenomic collinearity detection as well as *Ks* estimation and peak fitting [84]. The WGD analyses were performed using all paralogous gene pairs.

### Gene family and phylogenomic analysis

Gene families for the 19 species were analyzed and clustered using OrthoMCL (RRID:SCR_007839) (v. 2.0.9) with default parameters [85]. The 19 species, including *A. thaliana, Vitis vinifera, Z. mays, Oryza sativa* [86], *Physcomitrella patens* [87], *Marchantia polymorpha* [26], *A. filiculoides, S. cucullata, Amborella trichopoda* [88], *Cycas panzhihuaensis* [89], *Picea abies* [90], *Gnetum montanum* [91], *S. moellendorffii* [7], *I. sinensis, I. taiwanensis* [10], *Mesostigma viride* [22], *Chlamydomonas reinhardtii* [92], *Klebsormidium nitens* [93], and *Chara braunii* [94], were used in the analysis. Gene families were clustered using OrthoMCL software with default parameters. During OrthoMCL gene family clustering, we defined single-copy gene families as genes existing as 1 copy in selected species and obtained a total of 66 single-copy gene families for further analysis. These single-copy genes were aligned using software MAFFT (RRID:SCR_011811) (v.7.490), and then ProTest (v.3.4.2) was used to find the best model of amino acid replacement in the single-copy gene alignments. Before phylogeny construction, Gblocks (RRID:SCR_015945) (v.0.91b) [95] (-b5 = h) was used to remove gap regions of the multiple sequence alignments. A phylogenetic tree was constructed using RAxML (RRID:SCR_006086) (v.8.2.12) [96] with the ML algorithm and 1,000 bootstrap replicates.

Based on a calibration of divergence times using *C. reinhardtii* and *G. montanum* from TimeTree (RRID:SCR_021162), the divergence times for the inferred species tree were calculated using r8s (RRID:SCR_021161) (v.1.81) [97]. Gene families were used to calculate the expansion or contraction of the gene families in each lineage using CAFE (RRID:SCR_005983) (v.4.2.1) with *P* < 0.05 [98]. *P* values were used to estimate the likelihood of the observed gene family sizes given average rates of gain and loss and were also used to determine expansion or contraction for individual gene families in each node.

### Phylogenetic analysis of TF, phytohormone, CAM, and stress response−related genes

To identify TF, phytohormone, CAM and stress response related genes, we performed comparative genomic analysis of the genomes of *I. sinensis* and 13 representative plants or algae (including *A. thaliana, V. vinifera, Z. mays, P. patens, M. polymorpha, A. filiculoides, S. cucullata, P. abies, G. montanum, S. moellendorffii, I. taiwanensis, M. viride*, and *C. reinhardtii*) and transcriptomes of the other 19 lycophytes from the 1KP project [36]. BLASTP search (*P* < 1e-5) was performed using well-studied proteins (mostly from *A. thaliana*) as queries to identify the homolog genes in *I. sinensis*. The redundant sequences were deleted, and subsequently, candidates were examined for the conserved domain(s) of respective gene families using SMART (RRID:SCR_005026). Amino acid sequences of our target genes were aligned using Muscle. The alignments were then manually inspected using MEGA 7. MEGA 7 was run with 1,000 bootstrap replicates to generate the neighbor-joining phylogenetic trees [99].

### Comparison of relative expression of homoeologs in the pairs of chromosomes of *I. sinensis*

We adopted the method used to analyze homoeolog expression in *Brassica juncea* [20] and focused on genes with 1:1 homoeologs between pairs of chromosomes of *I. sinensis*. DEG pairs with fold change >2 were defined as dominant gene pairs. The dominant genes were defined as the genes with higher expression in dominant gene pairs, and the lower ones within dominant gene pairs were defined as subordinate genes. The rest of the genes with 1:1 homoeologs were defined as neutral genes.

## Supplementary Material

giad079_GIGA-D-23-00116_Original_Submission

giad079_GIGA-D-23-00116_Revision_1

giad079_GIGA-D-23-00116_Revision_2

giad079_Response_to_Reviewer_Comments_Original_Submission

giad079_Response_to_Reviewer_Comments_Revision_1

giad079_Reviewer_1_Report_Original_Submission Dongya Wu -- 7/3/2023 Reviewed

giad079_Reviewer_1_Report_Revision_1 Dongya Wu -- 8/17/2023 Reviewed

giad079_Reviewer_2_Report_Original_Submission Yongzhi Yang, Ph.D. -- 7/5/2023 Reviewed

giad079_Reviewer_2_Report_Revision_1 Yongzhi Yang, Ph.D. -- 8/21/2023 Reviewed

giad079_Supplemental_Files

## Data Availability

The raw data of genome sequencing for *I. sinensis* have been deposited in the NCBI SRA with the following accession numbers: SRR17422691 (Illumina); SRR17422560, SRR17422559, SRR17422562, and SRR17422561 (Hi-C); and SRR17640823, SRR17640824, SRR17640825, and SRR17640826 (PacBio). The genome assembly and annotation have been deposited in the China National GeneBank DataBase with accession number CNA0072254. The raw data of RNA sequencing, including lncRNA sequencing, small RNA sequencing, mRNA‐seq, and full‐length transcriptome sequencing of different tissues, have been deposited in the NCBI Gene Expression Omnibus (GEO) with accession number GSE198197. All additional supporting data are available in the *GigaScience* GigaDB database [100].

## Additional Files

**Supplementary Fig. S1**. Hi-C links and length of gene and CDS.

**Supplementary Fig. S2**. High similarity between 2 subgenomes of *I. sinensis*.

**Supplementary Fig. S3**. *k*-mer and SubPhaser analyses were not able to separate the subgenomes of *I. sinensis*.

**Supplementary Fig. S4**. Collinearity analysis of the *I. sinensis* genome.

**Supplementary Fig. S5**. KEGG analysis of expansion and contraction gene families during *I. sinensis* evolution.

**Supplementary Fig. S6**. Histograms of expression of 1:1 homoeologous genes between pairs of chromosomes among *I. sinensis* sporangia, shoot, and root tissues.

**Supplementary Fig. S7**. Phytohormone biosynthesis and signaling pathways in *I. sinensis*.

**Supplementary Fig. S8**. CAM-related genes in *I. sinensis*.

**Supplementary Fig. S9**. Stomatal regulation-related genes in *I. sinensis* and *I. taiwanensis*.

**Supplementary Fig. S10**. Temperature stress–related genes in *I. sinensis* and other lycophytes.

**Supplementary Fig. S11**. Salinity and drought stress–related genes in *I. sinensis* and other lycophytes.

**Supplementary Fig. S12**. Cadmium stress–related genes in *I. sinensis* and other lycophyte species.

**Supplementary Table S1**. Statistics of the *I. sinensis* genome sequencing.

**Supplementary Table S2**. Statistics of the *I. sinensis* genome assembly.

**Supplementary Table S3**. Statistics of chromosome length of the *I. sinensis* genome.

**Supplementary Table S4**. Statistics of the *I. sinensis* RNA-seq libraries.

**Supplementary Table S5**. Genome completeness assessment based on BUSCO for the *I. sinensis* genome assembly.

**Supplementary Table S6**. Summary of annotated noncoding RNA genes in *I. sinensis*.

**Supplementary Table S7**. List of annotated tRNA genes in *I. sinensis*.

**Supplementary Table S8**. List of annotated rRNA genes in *I. sinensis*.

**Supplementary Table S9**. List of annotated snRNA genes in *I. sinensis*.

**Supplementary Table S10**. List of annotated snoRNA genes in *I. sinensis*.

**Supplementary Table S11**. List of annotated miRNA genes in *I. sinensis*.

**Supplementary Table S12**. List of annotated lncRNA genes in *I. sinensis*.

**Supplementary Table S13**. List of annotated pseudogenes in *I. sinensis*.

**Supplementary Table S14**. Genome-wide comparisons and gene coverage analyses of *I. sinensis* and *I. taiwanensis*.

**Supplementary Table S15**. Specific gene pair information for the 2 subgenomes of *I. sinensis*.

**Supplementary Table S16**. Collinearity analysis between the proposed homeologs in *I. sinensis*.

**Supplementary Table S17**. *Ks* values of blocks in *I. sinensis*.

**Supplementary Table S18**. Summary of repeat distribution in *I. sinensis* and relative species.

**Supplementary Table S19**. Summary of repeats in *I. sinensis* and relative species.

**Supplementary Table S20**. Numbers of transcription factor genes in representative land plants and green algae.

**Supplementary Table S21**. IDs and sequences of transcription factor genes in *I. sinensis*.

**Supplementary Table S22**. IDs of phytohormones genes in *I. sinensis* and *I. taiwanensis*.

**Supplementary Datasets S1–S68**. Phylogenetic relationships of proteins from *I. sinensis* and other evolutionarily representative species.

## Abbreviations

ABA: abscisic acid; BLAST: Basic Local Alignment Search Tool; BR: brassinosteroid; BUSCO: Benchmarking Universal Single-Copy Orthologs; BWA: Burrows–Wheeler Aligner; CAM: Crassulacean acid metabolism; Cd: Cadmium; cDNA: complementary DNA; CEGMA: Core Eukaryote Gene Mapping Approach; GA: gibberellin; JA: jasmonic acid; KEGG: Kyoto Encyclopedia of Genes and Genomes; LAI: LTR Assembly Index; lncRNA: long noncoding RNA; LTR: long terminal repeat; miRNA: microRNA; ML: maximum likelihood; mRNA: messenger RNA; ncRNA: noncoding RNA; PEPC: phosphoenolpyruvate carboxylase; RNA-seq: RNA sequencing; rRNA: ribosomal RNA: SA: salicylic acid; SL: strigolactone; SMRT: single-molecule real time; snoRNA: small nucleolar RNA; snRNA: small nuclear RNA; SOS: salt overly sensitive; TF: transcription factor; tRNA: transfer RNA; WGD: whole-genome duplication.

# Supplementary material for: Chromosome-level reference genome of tetraploid Isoetes sinensis provides insights into evolution and adaption of lycophytes
**Source:** Gigascience. 2023 Sep 30;12:giad079. doi: 10.1093/gigascience/giad079
**Supplement:** giad079_GIGA-D-23-00116_Revision_2

Chromosome-level reference genome of tetraploid *Isoetes sinensis* provides insights into evolution and adaption of lycophytes

--Manuscript Draft--

**Manuscript Number:**	GIGA-D-23-00116R2									
**Full Title:**	Chromosome-level reference genome of tetraploid <i>Isoetes sinensis</i> provides insights into evolution and adaption of lycophytes									
**Article Type:**	Data Note									
**Funding Information:**	<table border="1"> <tr> <td>The Agricultural Science and Technology Innovation Program</td><td>Prof. Zhe Liang</td></tr> <tr> <td>Central Public-interest Scientific Institution Basal Research Fund</td><td>Prof. Zhe Liang</td></tr> <tr> <td>Beijing Laboratory of Urban and Rural Eco-environment Project</td><td>Mr. Jinteng Cui</td></tr> </table>		The Agricultural Science and Technology Innovation Program	Prof. Zhe Liang	Central Public-interest Scientific Institution Basal Research Fund	Prof. Zhe Liang	Beijing Laboratory of Urban and Rural Eco-environment Project	Mr. Jinteng Cui		
The Agricultural Science and Technology Innovation Program	Prof. Zhe Liang									
Central Public-interest Scientific Institution Basal Research Fund	Prof. Zhe Liang									
Beijing Laboratory of Urban and Rural Eco-environment Project	Mr. Jinteng Cui									
**Abstract:**	**Background**<br>The Lycophyta species are the extant taxa most similar to early vascular plants that were once abundant on Earth. However, their distribution has greatly diminished. So far, the absence of chromosome level assembled lycophyte genomes, has hindered our understanding of evolution and environmental adaption of lycophytes. **Findings**<br>We present the reference genome of the tetraploid aquatic quillwort, <i>Isoetes sinensis</i>, a lycophyte. This genome represents the first chromosome-level assembled genome of a tetraploid seed-free plant. Comparison of genomes between <i>I. sinensis</i> and the <i>I. taiwanensis</i> revealed conserved and different genomic features between diploid and polyploid lycophytes. Comparison of the <i>I. sinensis</i> genome with those of other species representing the evolutionary lineages of green plants revealed the inherited genetic tools for transcriptional regulation and most phytohormones in <i>I. sinensis</i>. The presence and absence of key genes related to development and stress responses provides insights into environmental adaption of lycophytes. **Conclusions**<br>The high-quality reference genome and genomic analysis presented in this study are crucial for future genetic and the environmental studies of not only <i>I. sinensis</i> but also other lycophytes.									
**Corresponding Author:**	Zhe Liang<br>Chinese Academy of Agricultural Sciences<br>Beijing, CHINA									
**Corresponding Author Secondary Information:**										
**Corresponding Author's Institution:**	Chinese Academy of Agricultural Sciences									
**Corresponding Author's Secondary Institution:**										
**First Author:**	Jinteng Cui									
**First Author Secondary Information:**										
**Order of Authors:**	<table border="1"> <tr><td>Jinteng Cui</td></tr> <tr><td>Yunke Zhu</td></tr> <tr><td>Hai Du</td></tr> <tr><td>Zhenhua Liu</td></tr> <tr><td>Siqian Shen</td></tr> <tr><td>Tongxin Wang</td></tr> <tr><td>Wenwen Cui</td></tr> <tr><td></td></tr> </table>		Jinteng Cui	Yunke Zhu	Hai Du	Zhenhua Liu	Siqian Shen	Tongxin Wang	Wenwen Cui	
Jinteng Cui										
Yunke Zhu										
Hai Du										
Zhenhua Liu										
Siqian Shen										
Tongxin Wang										
Wenwen Cui										

	Rong Zhang
	Sanjie Jiang
	Yanmin Wu
	Xiaofeng Gu
	Hao Yu
	Zhe Liang
**Order of Authors Secondary Information:**	
**Response to Reviewers:**	Manuscript No: GIGA-D-23-00116R1<br>Manuscript Title: Chromosome-level reference genome of tetraploid <i>Isoetes sinensis</i> provides insights into evolution and adaption of lycophytes Response to Reviewers We would like to thank the Editor and two reviewers for the time committed in reviewing this revised manuscript, and for all the detailed suggestions on improving this manuscript. We have further revised the manuscript to address the reviewers' concerns as follows. All changes were highlighted in the revised manuscript. Reviewer #1:<br>The authors have addressed most of my questions.<br>Minor concerns remain:<br>>Reviewer:<br>1. Page 6 Synteny between seed free and seed plant genomes: I do not think these two blocks could be considered as synteny blocks between <i>I. sinensis</i> and <i>A. thaliana</i> and <i>Z. mays</i> (FigS4C). The genes in <i>A. thaliana</i> are completely out of order and three out of the four genes (evm.model.Chr1.1789, 1794, 1797) in <i>I. sinensis</i> are tandemly duplicated homologs to Zm00001d046136_T001 from maize.<br>>Authors:<br>We agree with the reviewer and revised the relevant description in the manuscript. >Reviewer:<br>2. Table 1: Gap ratio means nothing, and should be removed. "Average" should be added to Gene/CDS/Exon/Intron length or number.<br>>Authors:<br>As suggested by the reviewer, we have removed gap ratio and added "average" to Gene/CDS/Exon/Intron length in Table 1. >Reviewer:<br>3. Fig1B: Why the texts in the first box are not center aligned as the rest boxed? "Genome polishing", "chromosome scaffolding by HiC".<br>>Authors:<br>As suggested by the reviewer, we have revised the format and text in Fig. 1B. >Reviewer:<br>4. Fig1C: the legend of circos plot should be 'a/b/c/d/e' rather than "A/B/...". Track a has no unit (Mb). Track b and e show repeat density histogram and number of ncRNA, but I did not see the scale bars.<br>>Authors:<br>As suggested by the reviewer, we have changed the "A/B/C/D/E" to "a/b/c/d/e" in the circos plot. We have also added the unit and scale information in the Figure legend of Fig. 1C. >Reviewer:<br>5. Fig2: Copia and Gypsy should be italic.<br>>Authors:<br>As suggested by the reviewer, we have changed the format of Copia and Gypsy to italic in Fig.2. >Reviewer:<br>6. Data availability: None of accession numbers the author provided are accessible now

	and genome annotation should be also deposited. Before accepting this paper, these data should be public and available. Personally I hope the genome assembly, and annotation can be also submitted to NGDC. >Authors:<br>As suggested by the reviewer, we have released all the deposited data, which are available for public. We have also submitted the genome assembly and annotation to NGDC. However, we didn't include NGDC accessions in the manuscript to avoid redundancy. Reviewer #2:<br>The authors have answered all my questions and I agree to accept the article. >Authors:<br>We thank the reviewer's positive comment.
**Additional Information:**	
**Question**	**Response**
Are you submitting this manuscript to a special series or article collection?	No
**Experimental design and statistics** Full details of the experimental design and statistical methods used should be given in the Methods section, as detailed in our Minimum Standards Reporting Checklist. Information essential to interpreting the data presented should be made available in the figure legends. Have you included all the information requested in your manuscript?	Yes
**Resources** A description of all resources used, including antibodies, cell lines, animals and software tools, with enough information to allow them to be uniquely identified, should be included in the Methods section. Authors are strongly encouraged to cite Research Resource Identifiers (RRIDs) for antibodies, model organisms and tools, where possible. Have you included the information requested as detailed in our Minimum Standards Reporting Checklist?	Yes
**Availability of data and materials**	Yes

All datasets and code on which the conclusions of the paper rely must be either included in your submission or deposited in [publicly available repositories](#) (where available and ethically appropriate), referencing such data using a unique identifier in the references and in the “Availability of Data and Materials” section of your manuscript.

Have you have met the above requirement as detailed in our [Minimum Standards Reporting Checklist](#)?

**Chromosome-level reference genome of tetraploid *Isoetes sinensis* provides
insights into evolution and adaption of lycophytes**

Jinteng Cui^{1†}, Yunke Zhu^{2,3†}, Hai Du⁴, Zhenhua Liu⁵, Siqian Shen¹, Tongxin

**Wang¹, Wenwen Cui¹, Rong Zhang⁶, Sanjie Jiang⁷, Yanmin Wu², Xiaofeng Gu²,
Hao Yu⁸ and Zhe Liang^{2*}**

¹College of Landscape Architecture, Beijing University of Agriculture, Beijing,
102206, China

²Biotechnology Research Institute, Chinese Academy of Agricultural Sciences,
Beijing, 100081, China

³Glbizzia Biosciences, Beijing, 102699, China

⁴College of Agronomy and Biotechnology, Southwest University, Chongqing,
400715, China

⁵BiosmartSeek, Wuhan, 430072, China

⁶Fisheries Science Institute, Beijing Academy of Agriculture and Forestry Sciences,
Beijing, 100068, China

⁷BGI Genomics, Shenzhen 518083, China

Singapore

†These authors contributed equally: Jinteng Cui, Yunke Zhu.

Hai Du [0000-0003-4274-5724] ;

Xiaofeng Gu [0000-0003-1127-4261];

Hao Yu [0000-0002-9778-8855];

Zhe Liang [0000-0001-6872-6463].

Abstract

Background

The Lycophyta species are the extant taxa most similar to early vascular plants that were once abundant on Earth. However, their distribution has greatly diminished. So far, the absence of chromosome level assembled lycopphyte genomes, has hindered our understanding of evolution and environmental adaption of lycophytes.

Findings

We present the reference genome of the tetraploid aquatic quillwort, *Isoetes sinensis*, a lycopphyte. This genome represents the first chromosome-level assembled genome of a tetraploid seed-free plant. Comparison of genomes between *I. sinensis* and the *I. taiwanensis* revealed conserved and different genomic features between diploid and polyploid lycopphytes. Comparison of the *I. sinensis* genome with those of other species representing the evolutionary lineages of green plants revealed the inherited genetic tools for transcriptional regulation and most phytohormones in *I. sinensis*. The presence and absence of key genes related to development and stress responses provides insights into environmental adaption of lycopphytes.

Conclusions

The high-quality reference genome and genomic analysis presented in this study are crucial for future genetic and the environmental studies of not only *I. sinensis* but also other lycopphytes.

Keywords: *Isoetes sinensis*, genome, evolution, Lycophyta, polyploid, environmental stress

Introduction

The vascular plants that currently dominate the land can be categorized into two major phyla: Euphyllophyta and Lycophyta. Euphyllophyta includes seed plants and ferns, while the Lycophyta comprises spore-bearing species that exhibit the greatest similarity to the early vascular plants found in the fossil record. Lycophytes have the longest evolutionary history of among all groups of vascular plants and have had major impacts on biodiversity, soil formation [1], and CO₂ sequestration on our planet [2]. Modern lycophytes have a widespread distribution, ranging from the epiphytic habitats (e.g., *Lycopodium phlegmaria* [3]) to the aquatic habits (e.g., *Phylloglossum drummondii*). Some members of the Lycophyta can survive in a variety of extreme environments, such as deserts (e.g., *Selaginella lepidophylla* [4]), humid tropics (e.g., *Selaginella kraussiana*) and even in arctic and alpine regions [3]. However, the distribution area of lycophytes was greatly reduced when compared to seed plants. Some lycophytes, including several species in the lycopod genus *Isoetes* are endangered [5, 6]. The genetic basis for environmental adaptability of lycophytes remains largely unknown.

Lycophytes included diploid and polyploid species in many lineages. So far, four genomes of diploid lycophytes including *Selaginella moellendorffii* [7], *Selaginella tamariscina* [8], *Lycopodium clavatum* [9] and *Isoetes taiwanensis* [10] are available. However, they are scaffold assemblies, not chromosome-level assemblies. To date, the genomes of polyploid lycophytes have not yet been reported. The perennial aquatic lycophyte, *Isoetes sinensis* (NCBI:txid283158) (Fig. 1A), is a tetraploid ($2n = 4x = 44$) quillwort, belongs to the family Isoetaceae that diversified in the last 45–60 million years ago [11]. Among extant representatives of the earliest differentiated vascular plants [12, 13], *I. sinensis* was once widely distributed, but has now completely disappeared from most of their habitats except two restricted sites in China [14]. Like

other *Isoetes*, *I. sinensis* possess Crassulacean Acid Metabolism (CAM) system that is crucial for the plant adaptation to low CO₂ environment underwater [15].

Here, we report a reference genome sequence of *I. sinensis* assembled into 22 pseudochromosomes. Our comparative analyses of its genome with *I. taiwanensis* and those of green algae and land plants allow us to better understand the evolution of lycophytes and the genetic basis of the environmental adaptability of lycophytes.

Results and discussion

Assembly of a high-quality *Isoetes sinensis* genome

Our *K*-mer analysis revealed the genome size of *I. sinensis* to be approximately 2.25 Gb with heterozygosity value of 0.26%. We sequenced *I. sinensis* genome by generating 176.46 Gb (79.17× coverage) Illumina short reads, 97.01 Gb (43.52× coverage) PacBio SMRT HiFi long reads, and 237.7 Gb (111.50× coverage) Hi-C data. We subsequently assembled the 2.13 Gb *I. sinensis* genome into 22 pseudochromosomes consisting of 3,741 scaffolds with N50 length of 86.66 Mb (Fig. 1B, C; Supplementary Fig. S1A, S1B; Table 1; Supplementary Tables S1, S2). The longest chromosome is ~109.03 Mb and the shortest is ~70.83 Mb (Supplementary Table S3). Using a combination of Illumina and PacBio sequencing, we performed RNA sequencing (RNA-seq) of small RNAs, long noncoding RNAs (lncRNAs), and mRNAs isolated from different tissues of *I. sinensis* to facilitate genome annotation (Supplementary Table S4). By combining homology-based alignments and *ab initio* gene models, we annotated a total of 57,303 protein-coding genes, 75% of which were supported by RNA-seq data (Table 1). 52,531 coding genes (92%) were assigned to functional categories using the InterPro, NR, Swiss-Prot, and KEGG databases. BUSCO (96.5%) and CEGMA (98.39%) analyses

suggest that our genome assembly exhibits a high degree of completeness (Supplementary Table S5). LTR Assembly Index (LAI) value is 9.71, which was not high but among the top LAI values reported in polyploid genomes [16]. The lengths of exons and transcripts are comparable among *I. sinensis* and its closely related species *I. taiwanensis* and *S. moellendorffii*, while *I. sinensis* has fewer exons per gene and shorter introns (Fig. 2A and Supplementary Fig. S1C). We annotated 33,515 noncoding RNA genes including 8,975 tRNA, 17,453 rRNA, 1,797 miRNA, 1,194 snRNA, 279 snoRNA, and 3,817 lncRNA genes (Fig. 1C; Table 1; Supplementary Tables S6-12). Further, we annotated 12,886 pseudogenes containing either frameshift mutations or premature stop codons, or both (Supplementary Table S13).

Gene and genome evolution

Our ML phylogeny of 19 species of evolutionarily representative land plants and green algae indicates that *I. sinensis* and *I. taiwanensis* diverged from *S. moellendorffii* about 300 Mya (million years ago) (Fig. 3). One hypothesis has suggested that the tetraploid *I. sinensis* originated from hybridization between the diploid *I. yunguiensis* and *I. taiwanensis* [17]. We attempted to distinguish the *I. sinensis* genome into two subgenomes using genomic information from *I. taiwanensis*. However, genome-wide comparison (Supplementary Table S14) and phylogenetic analysis (Supplementary Fig. S2A) showed that the similarity between pairs of chromosomes of *I. sinensis* was greater than that between *I. sinensis* and *I. taiwanensis*, suggesting that *I. sinensis* was not directly derived from the hybridization of *I. yunguiensis* and *I. taiwanensis*. We further performed *K*-mer and Subphaser analysis. Clustering of counts of 13-mers identified two groups of chromosomes. However, pairs of chromosomes, such as Chr

3 and Chr 4, were found in same groups (Supplementary Fig. S3A). In addition, Subphaser analysis identified 9 chromosomes in subgenome 1 and 13 chromosomes in subgenome 2 (Supplementary Fig. S3B). These results suggested that our analyses were not able to identify the two subgenomes of *I. sinensis*. To facilitate the subsequent analysis, we adopted an approach similar to that used for the *Artemisia argyi* genome assembly [18], and artificially divided *I. sinensis* genome into two subgenomes, A and B, based on the lengths of chromosome pairs (Supplementary Table S3). Gene numbers were comparable between the two subgenomes with 93.4% of subgenome A genes as homoeologs of 95.0% of subgenome B genes (Supplementary Fig. S2B). We found high collinearity between allelic chromosome pairs (*i.e.*, A01 and B01) but weaker collinearity between other regions (Supplementary Fig. S4A and Supplementary Tables S15, S16), indicating the stability of *I. sinensis* as a tetraploid species. Abundant synteny blocks were observed between *I. sinensis* and *I. taiwanensis* (Supplementary Fig. S4B), suggesting that collinear blocks were retained after polyploidization. The collinearity between seed-free and seed plants was little known due to lack of chromosomal genome assembly of seed-free plants. We found only two plausible synteny block between *I. sinensis* and *A. thaliana* and *Z. mays* (Supplementary Fig. S4C), which illustrates the very limited collinearity between *I. sinensis* and seed plants.

Gene family expansions and contractions are often closely related to the adaptive evolution of species [19]. We distinguished expansion and contraction of gene families among representative plant species using homology-based methods. Totals of 2,108 and 3,153 families had undergone expansion and contraction in *I. sinensis*, respectively (Fig. 3). Expanded gene families were mostly enriched for energy metabolism functions such as photosynthesis and oxidative phosphorylation, while contracted gene families were mostly enriched in lipid metabolism functions such as linoleic acid metabolism

and fatty acid degradation (Supplementary Fig. S5). Notably, many more gene families that had expanded (4,687) and fewer that had contracted (1,817) were found in *I. taiwanensis* than in *I. sinensis* (Fig. 3), suggesting high genetic variation within *Isoetes*.

Diploid A and B subgenomes shared 15,280 orthologous gene families, which include 3,007 and 2,103 multicopy gene families in the A and B subgenome, respectively. Of the orthologous single copy gene sets in *I. taiwanensis*, 909 and 1,187 genes had been lost from the A and B subgenomes, respectively, of *I. sinensis*. These gene losses were also coincident with the smaller chromosome size of *I. sinensis* (96.8 Mb on average) relative to that of *I. taiwanensis* (150.9 Mb). Furthermore, 6,578 genes that exist as a single-copy in *I. taiwanensis* still exist as a single copy (one copy per subgenome) in each of the two *I. sinensis* subgenomes. To understand the effect of polyploidization on gene expression, we analyzed the gene expression bias between pairs of chromosomes in *I. sinensis* by using a similar approach that reported in *Brassica juncea* [20]. On average, 5,206 gene pairs showed homoeolog expression dominance. Notably, the number of dominant genes were comparable between 11 pairs of chromosomes. The exception was found in Chr10, where more than twice dominant genes in ChrB10 than that in ChrA10 (Supplementary Fig. S6). These results suggest that polyploidization might have affected the relative expression of homoeologs and likely equally affected the two subgenomes except Chr10.

WGD and repeat elements

Analysis of synonymous substitutions per synonymous site (K_s) suggests the occurrence of two whole-genome duplications (WGDs) with median values of 0.4 and 1.8 in *I. sinensis*, and the strong peak ~ 1.8 may represent the K_s values of homeologs

of the A and B subgenomes (Fig. 2B and Supplementary Tables S16, S17). The two WGDs is consistent with a previous 1KP transcriptome study that reported two WGDs (ISTE α and ISTE β) in *I. tegetiformans* and *I. echinospora* [21], but in contrast to the single WGD found in *I. taiwanensis* [10], which suggests a complex evolutionary history within *Isoetes*.

In *I. sinensis*, repetitive sequences occupy 63.15% of the genome (Supplementary Tables S18, S19), a much higher proportion than in the genomes of *I. taiwanensis* and *S. moellendorffii* [7, 10]. These repetitive sequences were evenly distributed across the genome of *I. sinensis* (Fig. 1C). Most of the repeats in the *I. sinensis* genome (53.67%) are long terminal repeat (LTR) retrotransposons (Fig. 2C), and more than 30% of LTR insertions in the *I. sinensis* genome occurred recently (Fig. 2D). LTRs in *I. sinensis* are shorter than those in *I. taiwanensis*, but longer than those in *S. moellendorffii* (Fig. 2E). We found that fewer repeats in each subgenome of *I. sinensis* than that in *I. taiwanensis*, however, a greater number of LTR/*Copia* and *Gypsy* elements in each chromosome of *I. sinensis* than those in *I. taiwanensis* (Supplementary Table S19), which suggests that LTR copies have likely increased since the divergence of *I. sinensis* and *I. taiwanensis*. Next, we generated a phylogenetic tree to compare the evolution of the LTR retrotransposon *Gypsy* in *I. sinensis*, *I. taiwanensis*, and *S. moellendorffii*. In addition to transposons similar to those in *S. moellendorffii*, we found that many species-specific transposons had evolved in *I. sinensis* and *I. taiwanensis*, indicating the expansion of *Gypsy* in *Isoetes* (Fig. 2F).

Transcriptional regulation

We identified 1,461 sequences that encode transcription factors (TFs) belonging to 52 families in *I. sinensis* (Supplementary Tables S20, S21). We found that 2.86% of the protein-coding genes in *I. sinensis* encode TFs, relatively fewer than in other land plants but more than in green algae [22]. Genes that encode AP2/ERF, MYB and bHLH family members accounted for the highest proportion TF-encoding genes in *I. sinensis* (Fig. 4A). When we compared the number of TFs encoded by the diploid A and B subgenomes of *I. sinensis* and other plant genomes, we found that the number of TF-encoding genes increased likely along with organismal complexity, although we did note some exceptions [23]. For example, we found a larger number of genes encoding AP2/ERF, AP2/B3, CSD, and PPP1 in the subgenomes of *I. sinensis* than in the genomes of ferns (Fig. 4A). Interestingly, the gene encoding GeBP (GL1 enhancer binding protein) has been lost from *I. sinensis*, but is present in *S. moellendorffii* and bryophytes (Fig. 4A and Supplementary Table S20). Next, we analyzed the evolution of TF families and detected many *I. sinensis*-specific subfamilies as exemplified by the 2R-MYB family, which performs essential plant stress response functions and represents the second largest TF family in *I. sinensis*. A total of 90 2R-MYB-encoding genes were found in the genome of *I. sinensis*. Phylogenetic analysis suggests that 21 2R-MYB TFs belong to seven ancient subfamilies including S28, S21, S22, S23, S18, S8, and S68, which have functions in stress response and development [24, 25]. Among the other nine 2R-MYB TF subfamilies, six of them contain only *I. sinensis* sequences, suggesting a species-specific expansion of 2R-MYB TFs within *I. sinensis* (Fig. 4B and Supplementary Dataset S1). We observed that a majority of MYBs within group NS5 were located on a pair of chromosomes of *I. sinensis* (Supplementary Dataset S1), may suggest their tandem duplication before polyploidization.

Phytohormones

Although the genome sequences of *I. taiwanensis* and *S. moellendorffii* are available, little is yet known about phytohormone in the Lycophyta. To better understand phytohormone regulation in *I. sinensis*, we investigated both conserved and lost genes that related to synthesis, transport, and signal transduction of phytohormones.

The auxin biosynthesis pathway in flowering plants is conserved and includes one *TAA* (encoding tryptophan aminotransferase in *Arabidopsis*) and five *YUCCA* homologs encoding flavin monooxygenase-like enzymes [26]. However, only one *YUC* was found in *I. sinensis*. There is no *TAA*-encoding gene in *I. sinensis*, although its paralog *TAR* was detected (Supplementary Fig. S7 and Supplementary Datasets S2-6). The *I. sinensis* genome possesses the auxin signal transduction components *AUX1* and a small number of *SAUR* genes that are not found in early land plants, suggesting that these genes could have evolved in the lycophytes. Interestingly, *I. sinensis* does not carry the *IAA1* and *GH* genes that are present in seed plants, suggesting a stepwise acquisition of auxin signaling during land plant evolution.

Absciscic acid (ABA) is generated under environmental stress and leads to a series of reactions that allow plants to adapt to adverse conditions [27]. Almost all the genes that involved in ABA biosynthesis except *XD* and *AAO* are present in *I. sinensis* (Supplementary Fig. S7 and Supplementary Datasets S7-11). The PYL receptor mediates the ABA response in cells via a complex between ABA and PYL that inhibits a PP2C (group A phosphatase 2C) to activate SnRK2, a SNF1-related protein kinase 2. While genes encoding PP2C and SnRK2 exist in *I. sinensis*, only one homolog encoding the PYL receptor (PYL5) was found. Genes encoding downstream TFs, such as AREB/ABFs that are involved in desiccation tolerance were also detected in *I. sinensis*. In addition, almost all of the genes involved in the cytokinin/ethylene-

controlled signal transduction pathways exist in *I. sinensis*, except for those encoding the receptor CKR in the cytokinin (CK) signaling pathway and 1-aminocyclopropane-1-carboxylate oxidase (ACO), which exists only in seed plants [28] (Supplementary Fig. S7 and Supplementary Datasets S12-19). Jasmonic acid (JA) and gibberellin (GA) signaling pathways play important roles in response to biotic stress [29]. We identified almost all of the genes that constitute the JA and GA pathways in *I. sinensis* (Supplementary Fig. S7 and Supplementary Datasets S20-24). Like other plants, *I. sinensis* contains genes that encode JA biosynthetic enzymes such as LOX, AOC, AOS, JAR1, and OPR3, and genes encoding COI1 receptor and MYC transcription factor orthologs. Among the few exceptions are genes encoding GA synthesis and transport functions such as *PIL* and *GA3OX* that are present in the genomes of green algae and early land plants, but have been lost from the *I. sinensis* genome. Taken together, the presence of these orthologs suggest nearly intact ABA, cytokinin, ethylene, JA, and GA signaling pathways in *I. sinensis*.

On the other hand, we found a paucity of genes involved in the strigolactone (SL) and salicylic acid (SA) signaling pathways in *I. sinensis* (Supplementary Fig. S7 and Supplementary Datasets S25-28). For example, apart from only one *MAX2* gene, *I. sinensis* has lost many other genes with functions in SL signaling. Furthermore, only a few components of the BR pathway (BRI1-like and DET2) can be detected in *I. sinensis* (Supplementary Datasets S29-32). As for SA signaling, we detected genes encoding CUL3, but none encoding NPR or BOP in *I. sinensis*.

We further compared the genes involved in phytohormone between *I. sinensis* and *I. taiwanensis*. Except for a small number of genes found only in *I. sinensis*, such as *GA2OX*, *AOC3*, and the genes found only in *I. taiwanensis* such as *BAK1*, *ACO4*, *ACS2*, *ACS4*, *JAZ*, most of genes are conserved with slight copy number variation between

these two *Isoetes* species (Supplementary Table S22). This result might suggest a conserved phytohormone regulation between *I. sinensis* and *I. taiwanensis*.

CAM photosynthesis

Crassulacean acid metabolism (CAM) is a metabolic pathway that concentrates CO₂ in plant cells to help some land plant species avoid drought and aquatic plant species avoid CO₂ limitation [30]. This adaptation is widespread in *Isoetes*, wherein carbon accumulates as malic acid during the night and enters the Calvin cycle during the day to improve CO₂ utilization [15]. Recently, the evolutionary path of CAM in *I. taiwanensis* has been described [10]. As does *I. taiwanensis*, *I. sinensis* possesses genes encoding both bacterial- and plant-type PHOSPHOENOLPYRUVATE CARBOXYLASE (PEPC) (Supplementary Fig. S8A, B), a key enzyme in CAM and C4 photosynthesis in various plant species. *I. sinensis* expresses the bacterial-type *PEPC* at a low-level and expresses the plant-type *PEPC* at a high level in roots, shoots, and sporangia, in contrast to the higher expression of bacterial-type *PEPC* than plant-type *PEPC* during development in *I. taiwanensis* (Supplementary Fig. S8C). In addition, *I. sinensis* lacks a gene encoding PHOSPHOENOLPYRUVATE CARBOXYKINASE (PEPCK) (Supplementary Fig. S7B), which participates in one of two important decarboxylation pathways in *I. taiwanensis*, suggesting differences in mechanisms of CAM across aquatic plants.

Stomatal development

Some aquatic plant species do not develop stomata or have nonfunctional stomata occluded by wax [31]. Functional stomata are important for *Isoetes* to adapt to

amphibiotic conditions. However, we found that some key genes for stomata development such as *SPEECHLESS* (*SPCH*), *MYB88*, and *MUTE* [32, 33], are not present both in the genomes of either *I. sinensis* or *I. taiwanensis* (Supplementary Fig. S9), suggesting specialized stomatal regulation in *Isoetes*. *I. taiwanensis* leaves have relatively fewer stomata than do those of *I. sinensis* [34]. Thus, we compared the *I. sinensis* and *I. taiwanensis* genes likely involved in stomatal development or regulation [35] and identified 45 of these genes in the *I. sinensis* genome and 39 in the *I. taiwanensis* genome, from a total 75 genes that could have involved in these processes (Supplementary Fig. S9). The absence of some putative stomatal development genes from each genome might have contributed to the differences in stomatal number and regulation of stomatal development between *I. sinensis* and *I. taiwanensis*.

Adaptation to environmental stresses

Land plants are often threatened by adverse abiotic environmental conditions that limit their growth and development. By comparing the genomes of *I. sinensis* and *I. taiwanensis*, and transcriptomes of other 19 lycophytes from the 1KP project [36], we analyzed the genetic basis of lycophyte adaptation to environmental stresses.

Cold sensing and response

Our comparative analysis did not detect many of the key genes responsible for cold sensing or response in lycophytes (Supplementary Fig. S10 and Supplementary Datasets S33-45). Firstly, as a temperature stress sensor, Ca^{2+} can induce temperature-responsive gene expression [37, 38]. ANNEXIN1 (*ANN1*) is the essential Ca^{2+} osmotic transporter that mediates cold-triggered Ca^{2+} influx and freezing resistance [37].

However, *ANN1* is absent in *I. sinensis* and most of the other lycophytes (Fig. 5A and Supplementary Fig. S9A). Secondly, EARLY FLOWERING3 (ELF3), ELF4, and LUX ARRHYTHMO (LUX) can form an evening complex (EC) to perceive temperature changes and regulate plant growth by directly repressing the expression of *PIF4* under cold temperatures [39]. *ELF4* was also not detected in all of the lycophytes (Fig. 5A and Supplementary Fig. S10A). Third, cold stress activates the transcription of TF-encoding genes including those encoding CBFs [40]. OST1 is a positive regulator in CBF-dependent cold signaling, while EGR2 phosphatase is a negative regulator of plant freezing tolerance via inhibition of OST1 kinase activity, which thereby reduces the expression of CBFs during cold stress responses. In addition, the negative transcriptional regulator of CBFs, MYB15 is degraded during cold stress. We did not detect *EGR2* and *MYB15* in all of the lycophytes (Fig. 5A and Supplementary Fig. S10A). The absence of these homologs suggests a diversification between lycophytes and model plant *Arabidopsis* in cold sensing and response pathway.

Drought and salinity sensing and response

Drought stress stimulates local production and accumulation of the hormone ABA in plant organs, which is an important way to improve water efficiency and drought resistance in plants [41]. ABA signaling is mediated by the ABA receptors PYR, PYL, and RCAR, and by the PP2Cs and SnRK2s [42, 43] that interact with them. The genes that encode these proteins are present in lycophytes (Supplementary Fig. S11A and Supplementary Datasets S46-66). ABA-activated SnRK2s are phosphorylated and phosphorylate the plasma membrane NADPH oxidase RbohD/F that generates $O_2^{\cdot-}$ and subsequently H_2O_2 [38]. Leucine-rich repeat receptor kinases HPCA1 and GHR1 then

sense this extracellular H₂O₂ and activate Ca²⁺ signaling via Ca²⁺ channels [44, 45]. In *Arabidopsis*, H₂O₂ and ABA-induced stomatal closure is impaired in the *hpcal* mutant [44, 45]. However, the absence of the *HPCAL* from *I. sinensis* and many other lycophytes might adversely affect the drought resistance of these species (Fig. 5B and Supplementary Fig. S11A).

Salinity is another important environmental factor inducing abiotic stress in plants and can result in hyperosmotic stress in plant cells [46]. In *Arabidopsis*, the salt overly sensitive (SOS) pathway comprises the SOS3 and ScaBP8 calcium sensors, the SOS2 protein kinase, and the SOS1 plasma membrane Na⁺/H⁺ antiporter. When an *Arabidopsis* plant experiences salt stress, SOS3 and ScaBP8 sense the calcium signal, interact with SOS2 and activate its kinase activity, which then activates the reverse transport activity of SOS1 [47, 48]. Calcium signals in this system in *Arabidopsis* are mediated by the Ca²⁺-permeable transporters AtANN1 and AtANN4 [49, 50]. The absence from the lycophytes of genes encoding the Ca²⁺ transporters ANN1 and ANN4 and those encoding the downstream sensor SOS3 and ScaBP8 might thus limit the adaptability of lycophytes to salt stress (Fig. 5B and Supplementary Fig. S11B).

On the other hand, we also observed some conserved pathways between lycophytes and angiosperms (Supplementary Figs. S11A-C) that might contribute to the adaption to drought and salinity in lycophytes.

Cadmium (Cd) stress

Water pollution and eutrophication result in heavy metal stress that critically endangers *I. sinensis* [51]. Cadmium is a heavy metal with high toxicity to plants [52]. Uptake of cadmium occurs in root cells, mainly mediated by NRAMP5, and its root-to-shoot

transport is completed by HMA2 and HMA4 [53]. HMA3 mediates an effective detoxification mechanism that limits Cd transport to shoots by accumulating Cd in vacuoles [53]. *Cadmium Accumulation in Leaf 1* (*CAL1*) encodes a defensin-like protein that can chelate cytosolic Cd and promotes secretion of Cd into intercellular spaces such as the cell wall apoplast and xylem to decrease the concentration of Cd in the cytosol during transport of Cd within the plant [54]. Homologs of *HMA3* and *CAL1* are not present in the *I. sinensis* and many lycophytes (Supplementary Fig. S12 and Supplementary Datasets S67-68), which could limit the ability of lycophytes to control the transport and accumulation of Cd.

The activities of phytohormones are important for plants to adapt to heavy metal stress [55]. For example, cadmium enhances the activity of *Gretchen Hagen 3* (*GH3*), a gene present in algae and land plants that reduces the level of active IAA by esterifying it with an amino acid, resulting in increased lignin synthesis and peroxidase activity during plant defenses to heavy metal toxicity [56]. Treatment of plants with Cd resulted in the accumulation of *ETR2* and *ERF1*, which encode ethylene receptors, whereas the abundance of transcripts for brassinosteroid (BR)-related genes such as *DWARF* and *BR6ox*, decreased, suggesting that Cd-mediated BR biosynthesis feedback is inhibited when the BR contents increase [57]. BR homeostasis also requires the transcription factor *BZR1* [58]. However, the homologs of all of the genes relevant to heavy metal response mentioned above are absent of *I. sinensis* and those of most lycophytes (Fig. 5C and Supplementary Fig. S12), which could adversely affect their ability to adapt to Cd stress.

Conclusion

Here, we present a high-quality assembly and annotation of *I. sinensis* genome, which represents the first sequenced tetraploid genome with chromosome-level assembly for a seed-free plant. Comparative analysis between *I. sinensis* and its close related diploid species *I. taiwanensis* revealed the features of genome and polyploidy in lycophytes. We found the differences in CAM and stomatal regulation between *I. sinensis* and *I. taiwanensis*. Comparison of the genome of *I. sinensis* with genomes representing the evolutionary lineages of green algae and land plants has revealed that *I. sinensis* possesses some common genetic tools, such as those associated with transcriptional regulation and involved in ABA, cytokinin, ethylene, JA, and GA signaling pathways. On the other hand, we have also shown that some key genes involved in important genetic pathways, including strigolactone, salicylic acid, and stress responses (cold, drought, salinity, and cadmium), have been lost or not detected in the *I. sinensis* and many lycophytes. These findings are crucial for the understanding of lycophyte development and their adaptation to adverse abiotic environmental conditions.

Methods

Plant materials and genome sequencing

I. sinensis shoot materials were harvested from Yangdongcun, Beilun District, Ningbo, Zhejiang Province of China. DNA was extracted using a modified cetyltrimethylammonium bromide (CTAB) procedure. DNA concentrations and purity were evaluated by NanoDrop and its quality analyzed by agarose gel electrophoresis. Paired-end libraries with a 350-bp inserts were prepared by following the Illumina protocols and were then sequenced in PE150 mode on the Illumina HiSeq X Ten platform (RRID:SCR_016385). A total of 176.46 Gb paired-end reads were obtained

for genome survey. The read mapping rate of the Illumina sequencing was 98.58%, covering 99.95% of *I. sinensis* genome. For the PacBio Sequel analysis, the libraries for single-molecule real-time (SMRT) genome sequencing were prepared according to the manufacturer's protocol for the sequencing platform and were then sequenced with SMRT sequencing at 43.52×coverage using four cells. A total of 97.01 Gb reads were obtained for the genome assembly. High-throughput chromosome conformation capture (Hi-C) sequencing libraries were produced as follows: Nuclei were isolated and fixed with the cross-linking agent paraformaldehyde and then the cross-linked DNA was treated with restriction enzymes. Biotin was then added to label the ends of oligonucleotides during terminal repair. Adjacent DNA fragments were joined using nuclease ligases. Protein was digested with a protease to dissociate the protein from the DNA. Then the genomic DNA was extracted and randomly sheared into 350 bp fragments using a Covaris crusher. The library was prepared according to manufacturer's instructions (Illumina) and sequenced on a HiSeq X Ten DNA system to obtain 150 bp paired-end sequences.

RNA-seq and full-length transcriptome sequencing

RNAs from roots, shoots and sporangia of *I. sinensis* were extracted using a RNeasy Plus Mini Kit (Qiagen). After that, rRNA was removed from total RNA samples using the Ribo-Zero™ Kit. The isolated mRNA (~1% of total RNA) was used as template to synthesize cDNA, then the cDNA was sheared into small fragments. Paired-end libraries were prepared from various tissues by following the Illumina protocols and were sequenced with PE150 mode on the Illumina HiSeq X Ten platform. Pooled samples from roots, shoots and sporangia pooling sample were used for the PacBio Sequel analysis. The libraries for SMRT genome sequencing were prepared according

to the manufacturer's protocol for the sequencing platform and then sequenced on a PacBio Sequel II with SMRT sequencing.

Genome assembly and annotation

Before *de novo* genome assembly, Illumina short reads were used for preliminary evaluation of the genome size, heterozygosity, and repeat sequence proportions by *K*-mer analysis. After data filtering and quality control, the short reads were first assembled using SOAPdenovo (RRID:SCR_010752) software to generate contigs. These contigs were further used to construct scaffolds according to their pair-end relationships. The QV score generated from Merqury (RRID:SCR_022964) was 46.1448, and the corresponding error rate was 2.4295e-05.

De novo genome assembly of the PacBio long reads from *I. sinensis* genomes was performed using Hifiasm program (RRID:SCR_021069) [59]. The primary contigs were polished by aligning PacBio SMRT reads using the NextPolish software with the default parameters [60]. The consensus sequences for scaffolds were further polished based on Illumina paired-end reads using Pilon (RRID:SCR_014731). The total length of this assembly was 2,131.51 Mb, with a contig N50 up to 2,673 kb.

For the chromosome-level assembly, the clean Hi-C sequencing data were mapped to the draft genome using the Burrows-Wheeler Aligner (BWA) [61], and the repeated and unmatched data were removed by SAMtools (RRID:SCR_005227) [62]. Only unique valid paired-end reads were retained for subsequent chromosome-level assembly. Draft genome scaffolds were clustered according to interactions using the ALLHiC software (RRID:SCR_022750) [63]. Finally, about 90.10% sequences were grouped into 22 pseudochromosomes. Transcripts were aligned using Bowtie 2

(v.2.3.4.1) [64] software with the parameters (--no-mixed --no-discordant). The transcriptome was then quantified using RSEM (RRID:SCR_000262) (v.1.3.1) [65] with default parameters. After RNA-seq analysis, we found a total of 43,154 expressed genes accounting for 75.3% of the total predicted genes, which proved the high reliability of our genome annotation.

Genome completeness assessment

Genome completeness was evaluated using BUSCO (RRID:SCR_015008) [66] and CEGMA (RRID:SCR_015055) [67] analyses. BUSCO detected 84.7% complete and 3.2% fragmented BUSCO gene models in the assembly. CEGMA results suggested that 98.39% of core eukaryotic genes have been assembled. Small fragment library reads were selected and aligned to the assembled genome using BWA software (RRID:SCR_010910). Finally, 98.58% small fragment reads mapped to the *I. sinensis* genome. LTR Assembly Index (LAI) was evaluated by LTR_retriever (RRID:SCR_017623) (v2.9.0) [68].

Repeat sequence annotation

The repetitive sequences in *I. sinensis* was estimated by *de novo* strategies using RepeatModeler (RRID:SCR_015027), RepeatScout (RRID:SCR_014653), LTR_FINDER (RRID:SCR_015247) [69], MITE-Hunter (RRID:SCR_020946) [70], and PILER-DF [71]. A homology-based search for repeat sequences was carried out using RepeatMasker (RRID:SCR_012954) [72] to search Repbase (RRID:SCR_021169).

LTRs were identified using LTR_FINDER [69] and LTRharvest

(RRID:SCR_018970) [73], the results of which were then integrated with LTR_retriever [68] to build an accurate, non-redundant species-specific LTR database. Subsequently, we used homology-based prediction methods to annotate, filter out false positives, and annotate comprehensive and accurate species LTR sequences, including intact LTRs, solo LTRs, and LTR-related sequences.

LncRNA sequencing and analysis

Total RNA was extracted from each *I. sinensis* sample using RNeasy Plus Mini Kit, and rRNA removal was performed using a Ribo-Zero Kit. Isolated RNA was used for cDNA library construction, using the dUTP method [74]. These libraries were sequenced on an Illumina HiSeq X Ten platform. The purity, concentration, and integrity of RNA were checked using the agarose gel electrophoresis, the Qubit 2.0 Fluorometer, and the Agilent 4150 TapeStation, respectively. After trimming adapters and filtering out low-quality reads, a total of 14.02 Gb clean reads were generated. The transcriptome was mapped to the reference genome using TopHat2 [75]. Transcripts greater than 200 bp in length and containing at least two exons were considered as lncRNA candidates. Four computational approaches, including CPC [76], CNCI [77], Pfam (RRID:SCR_004726), and PhyloCSF [78] were combined to evaluate the protein-coding capability of the lncRNA candidates.

Small RNA sequencing and analysis

Small RNA libraries for *I. sinensis* were constructed using a Small RNA Sample Pre Kit for Illumina HiSeq sequencing. Raw reads were filtered by removing 3'-adapters, primers, and low-quality sequences using Cutadapt (RRID:SCR_011841) v1.9.1. Clean

reads of 18-30 nt were screened for subsequent analysis. The clean reads were mapped to Silva (RRID:SCR_006423), GtRNAdb database (RRID:SCR_006939), Rfam (RRID:SCR_007891) and Repbase (RRID:SCR_021169) to remove rRNAs, tRNAs, small nuclear RNAs (snRNAs), small nucleolar RNAs (snoRNAs), and other ncRNAs and repeats. The remaining reads were compared with reference miRNAs in the miRbase (RRID:SCR_003152) to annotate miRNAs. These reads were then mapped to the genome using Bowtie 2 (RRID:SCR_016368)[64].

Predictions of genes and noncoding RNAs

Gene annotation was performed by combining evidence drawn from *ab initio* prediction, homology-based gene prediction, and transcript evidence from RNA-seq data for *I. sinensis*. The *ab initio* gene prediction was conducted using two *ab initio* gene predictors Augustus (RRID:SCR_008417) [79] and Genscan (RRID:SCR_013362) with default parameters. Orthologous protein sequences were then aligned to the genome assembly using GeneWise (RRID:SCR_015054) [80]. In addition, the transcriptome data of the whole plant was used to predict genes using PASA [81]. Evidence Modeler [82] was used to generate a single high-confidence gene model set. Finally, 57,303 protein-coding genes were predicted for *I. sinensis* and all protein-coding genes were annotated to the public protein databases at KEGG (RRID:SCR_012773), SwissProt (RRID:SCR_021164), TrEMBL, and InterProScan v5.11-51.0 (RRID:SCR_005829), with an E-value cutoff of $1e^{-5}$. Pseudogenes were detected by exonerate (RRID:SCR_016088) (v.2.4) using the protein data of *Salvinia cucullata*, *Azolla filiculoides* [8] and *I. sinensis*.

We used two strategies to annotate noncoding RNAs, including *de novo* prediction

and direct RNA sequencing of small RNAs and lncRNAs. rRNA fragments were identified using BLAST against rRNA sequences of reference species in the Pfam database. tRNAs were identified using tRNAscN-SE. Additionally, other types of noncoding RNA, including miRNAs and snRNAs were identified at the Rfam database using INFERNAL (RRID:SCR_011809) [83].

Identification of WGD

In order to search for genome-wide duplications in the *I. sinensis* genome, we used WGD (Whole-Genome Duplication Integrated analysis) tool for WGD and intragenomic collinearity detection as well as *Ks* estimation and peak fitting [84]. The WGD analyses were performed using all paralogous gene pairs.

Gene family and phylogenomic analysis

Gene families for the 19 species were analyzed and clustered using OrthoMCL (RRID:SCR_007839) (v. 2.0.9) with default parameters [85]. The 19 species including *A. thaliana*, *Vitis vinifera*, *Zea mays*, *Oryza sativa* [86], *Physcomitrella patens* [87], *Marchantia polymorpha* [26], *A. filiculoides*, *S. cucullata*, *Amborella trichopoda* [88], *Cycas panzhihuaensis* [89], *Picea abies* [90], *Gnetum montanum* [91], *S. moellendorffii* [7], *I. sinensis*, *I. taiwanensis* [10], *Mesostigma viride* [22], *C. reinhardtii* [92], *Klebsormidium nitens* [93], and *Chara braunii* [94] were used in the analysis. Gene families were clustered using OrthoMCL software with default parameters. During OrthoMCL gene family clustering, we defined single-copy gene families as genes existing as one copy in selected species and obtained a total of 66 single-copy gene families for further analysis. These single copy genes were aligned using software

MAFFT (RRID:SCR_011811) (v.7.490) and then ProTest (v.3.4.2) was used to find the best model of amino acid replacement in the single copy gene alignments. Before phylogeny construction, Gblocks (RRID:SCR_015945) (v.0.91b)[95] (-b5 = h) were used to remove gap regions of the multiple sequence alignments. Phylogenetic tree was constructed using RAxML (RRID:SCR_006086) (v.8.2.12) [96] with the maximum likelihood (ML) algorithm and 1,000 bootstrap replicates.

Based on a calibration of divergence times using the *C. reinhardtii* and *G. montanum* from TimeTree (RRID:SCR_021162), the divergence times for the inferred species tree were calculated using r8s (RRID:SCR_021161) (v.1.81) [97]. Gene families were used to calculate the expansion or contraction of the gene families in each lineage using CAFE (RRID:SCR_005983) (v.4.2.1) with p value < 0.05 [98]. *P* values were used to estimate the likelihood of the observed gene family sizes given average rates of gain and loss and were also used to determine expansion or contraction for individual gene families in each node.

Phylogenetic analysis of TF, phytohormone, CAM and stress response related genes

To identify TF, phytohormone, CAM and stress response related genes, we performed comparative genomic analysis of the genomes of *I. sinensis* and 13 representative plants or algae (including *A. thaliana*, *Vitis vinifera*, *Zea mays*, *P. patens*, *M. polymorpha*, *A. filiculoides*, *S. cucullata*, *P. abies*, *G. montanum*, *S. moellendorffii*, *I. taiwanensis*, *M. viride* and *C. reinhardtii*), and transcriptomes of other 19 lycophytes from the 1KP project [36]. BLASTP search (p value < 1e-5) was performed using well-studied proteins (mostly from *A. thaliana*) as queries to identify the homolog genes in *I. sinensis*. The redundant sequences were deleted, subsequently candidates were

examined for the conserved domain(s) of respective gene families using SMART (RRID:SCR_005026). Amino acid sequences of our target genes were aligned using Muscle. The alignments were then manually inspected using MEGA 7. MEGA 7 was ran with 1,000 bootstrap replicates to generate the neighbor-joining (NJ) phylogenetic trees [99].

Comparison of relative expression of homoeologs in the pairs of chromosomes of *I. sinensis*

We adopted the method used to analyze homoeologs expression in *Brassica juncea* [20] and focused on gene with 1:1 homoeologs between pairs of chromosomes of *I. sinensis*. DEG pairs with fold change > 2 were defined as dominant gene pairs. The dominant genes were defined as the genes with higher expression in dominant gene pairs, and the lower ones within dominant gene pairs were defined as subordinate genes. The rest of the genes with 1:1 homoeologs were defined as neutral genes.

Additional Files

Supplementary Fig. S1. Hi-C links and length of gene and CDS.

Supplementary Fig. S2. High similarity between two subgenomes of *I. sinensis*.

Supplementary Fig. S3. K-mer and Subphaser analysis were not able to separate the subgenomes of *I. sinensis*.

Supplementary Fig. S4. Collinearity analysis of *I. sinensis* genome.

Supplementary Fig. S5. KEGG analysis of expansion and contraction gene families during *I. sinensis* evolution.

Supplementary Fig. S6. Histograms of expression of 1:1 homoeologous genes between pairs of chromosomes among *I. sinensis* sporangia, shoot and root tissues.

Supplementary Fig. S7. Phytohormone biosynthesis and signaling pathways in *I. sinensis*.

Supplementary Fig. S8. CAM related genes in *I. sinensis*.

Supplementary Fig. S9. Stomatal regulation related genes in *I. sinensis* and *I. taiwanensis*.

Supplementary Fig. S10. Temperature stress related genes in *I. sinensis* and other lycophytes.

Supplementary Fig. S11. Salinity and drought stress related genes in *I. sinensis* and other lycophytes.

Supplementary Fig. S12. Cadmium stress related genes in *I. sinensis* and other lycophyte species.

Supplementary Table S1. Statistics of the *I. sinensis* genome sequencing.

Supplementary Table S2. Statistics of the *I. sinensis* genome assembly.

Supplementary Table S3. Statistics of chromosome length of the *I. sinensis* genome.

Supplementary Table S4. Statistics of the *I. sinensis* RNA-seq libraries.

Supplementary Table S5. Genome completeness assessment based on BUSCO for the *I. sinensis* genome assembly.

Supplementary Table S6. Summary of annotated non-coding RNA genes in *I. sinensis*.

Supplementary Table S7. List of annotated tRNA genes in *I. sinensis*.

Supplementary Table S8. List of annotated rRNA genes in *I. sinensis*.

Supplementary Table S9. List of annotated snRNA genes in *I. sinensis*.

Supplementary Table S10. List of annotated snoRNA genes in *I. sinensis*.

Supplementary Table S11. List of annotated miRNA genes in *I. sinensis*.

How the deposited data were processed for this re-analysis (not part of the article)

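RNA from roots, shoots and sporangia of I. sinensis was sequenced with 1 labelled library per tissue, and by the methods also as a PacBio pool. The labels name the third tissue sporophyte. The data used here are the gene annotation of the genome, which belongs to no single tissue. The authors built it with Evidence Modeler from Augustus and Genscan predictions, GeneWise protein alignments and PASA transcript models, and deposited it as start and end positions in bp on their own assembly, counted from 1. Tool versions for these steps are not given in the sources used here. The submitters' processing notes name FastQC, HISAT2 and Cufflinks without a stated role. Expression values, read depth and genome sequence were not analysed here, so no tissue was compared with another and no substitution rate was computed.

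Every gene had 1 mRNA, so 1 transcript per gene entered each value. Gene length is end minus start plus 1, CDS length is the sum of the CDS segments, and an intron is the gap between neighbouring exons. Means run over all genes, exons or introns. Chromosome length was taken to the end of the last gene. Gene density was counted by gene midpoint in whole 500-kb windows.

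Structure-matched pairs were genes on the 22 pseudochromosomes with at least 5 CDS exons whose ordered list of internal CDS exon lengths was shared by exactly 2 genes. Chromosomes that shared most matches with each other formed a pair. The share of matches on paired chromosomes was tested by permuting chromosome labels over the matched genes, choosing the best partners anew in each of 100000 resamples. Gene order was tested by Spearman's rho with 100000 resamples per pair and Benjamini-Hochberg adjustment over 11 pairs. Differences between the longer and the shorter chromosome were tested by an exact sign-flip permutation test, two-sided. Introns were compared between internal CDS exons only. A tandem array was a set of genes with at least 3 CDS exons and the same internal list, each within 10 gene ranks of the next on the same chromosome and strand.

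The matching, pairing and array steps were tested on simulated data of 8888 genes. They found 3022 of 3022 simulated pairs with unchanged structure, with 0 false pairs, all 11 chromosome pairs and 44 of 44 arrays. These pairs had identical lists by construction, and exon lengths were drawn at random without gene families. The simulation therefore checks the code and does not give the rate of false matches or arrays in real data. Shuffled gene orders gave a p under 0.05 in 3.0% of cases.

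The genes named in the text were fixed by a rule set before the data were examined. It takes genes that the paper or its supplements name by identifier, the longest gene, the gene with most exons, the gene with the longest intron, the outer genes of the largest tandem array, and the matched pair on paired chromosomes with most CDS exons. The annotation gives no gene symbols. Where no test applied, an alternative was compared with the SD of the value over the 22 pseudochromosomes, or over the 11 pairs for matched genes, and counts were compared within a factor of 1.5. Alternatives changed which genes were counted, the gene model filter (a CDS that is a multiple of 3 and at least 150 bp), CDS segments in place of exons, medians in place of means, windows of 1 Mb, the minimum number of CDS exons (4 or 8), full lists of CDS exons, up to 4 copies per structure, and tolerances of 3 bp for CDS and 5 bp for introns. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used.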

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

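The tests of false matches, of flipped strand labels and of missing segments were set before their results were seen, and the other tests below were chosen after. Both patterns are listed because the paper's text mentions neither the orientation of gene copies nor unplaced genes.

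Although gene order correlates strongly along whole chromosomes, 1001 of the 3881 matched pairs on paired chromosomes (25.8%) lie in opposite orientation. False matches would lie away from the local gene order, but the median displacement from neighbouring matches was 3 gene ranks for opposite and 2 for same orientation, a ratio of 1.50. A flipped strand label would reverse the ordered list of exon lengths, so that only lists reading the same both ways would still match, and 2 of the 1001 pairs (0.200%) have such a list. Strand errors independent of the neighbours are also argued against by neighbouring pairs within 100 kb, which shared their orientation state 18.1 percentage points more often than the overall shares give, and by reversed order in 232 of 394 steps between opposite neighbours (132 of 148 within 100 kb) against 39 of 2267 between same-orientation neighbours, although 390 of 607 opposite blocks are single pairs and 327 pairs lie in blocks of at least 3. Contigs placed in the wrong orientation during scaffolding stay open as a candidate explanation, because contig boundaries were not analysed here. The 75 blocks with at least 3 such pairs had a median length of 0.512 Mb and reached 3.70 Mb. These lengths do not separate misplaced contigs from inversions between the chromosomes. No biological explanation was tested, since the tissues cannot bear on it.

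Of 861 unplaced genes with at least 5 CDS exons, 183 share their structure with exactly 1 pseudochromosome gene, 125 with 2 (110 of them on paired chromosomes), 26 with more and 527 with none. An exact extra copy of a placed gene would match 1 or 2 genes as its original does, so 52.6% of such copies would match 1, and among the unplaced genes with 1 or 2 matches the share was 59.4% (95% interval 52.0 to 67.5, scaffolds resampled), which leaves extra copies open. If the scaffolds were segments missing from the partner chromosome, other genes in the matched windows would lack a partner there, but over 16 windows their share with a partner was 0.676 times the overall share, between the limits set in advance, so this explanation is open too. Of the 15 windows with other genes, 10 lay below the overall share of 47.2% and 5 above it. The windows of the largest groups differed. That of 13 genes, on chromosome 2 from 88.3 to 91.1 Mb, had 2 of 26 other genes matched on the partner. That of 12 genes, on chromosome 19 from 77.6 to 79.4 Mb, had 0 of 12. That of 6 genes, on chromosome 1 from 75.5 to 77.5 Mb, had 9 of 12. The pooled ratio therefore covers unlike windows. No biological explanation was tested.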

How the results depend on the processing

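No paired analysis of tissues was possible because each tissue has 1 library and the annotation carries no value per library. Of 79 alternatives, 59 left their result within its spread or on its side of the threshold, 19 moved it and 1 reversed it. The 59 include all transcripts in place of 1 per gene, which could change nothing because each gene has 1 mRNA. The limits on introns, exons and CDS were chosen after seeing the data. With medians in place of means, gene length was 1996 bp, CDS length 855 bp, exons per gene 3, exon length 147 bp and intron length 104.0 bp. Without genes that have an intron over 20 kb, the means were 2771 bp for genes and 358 bp for introns. With CDS segments in place of exons there were 4.58 exons and 3.58 introns per gene, a mean exon length of 239.6 bp and 23.7% single-exon genes, since UTRs drop out. Medians were 81.0 bp for introns of at most 200 bp, 112 bp for exons of at most 300 bp and 750 bp for CDS of at most 2000 bp. Counting only genes with at least 2 exons gave 22.6 genes per Mb against 28.2. The gene difference between paired chromosomes turned from 121 more to -0.737 per Mb, because the longer chromosomes are longer by more than their genes are more numerous. Without each pair in turn it was 98.4 to 135.8 genes. Tolerances raised identical CDS lengths to 88.8% and identical introns to 85.9%. At least 5 CDS exons left 228 genes in tandem arrays against 601. Under the 4 other matching rules, the share on the paired chromosome was 80.2% to 95.3% and the median rho 0.985 to 0.999, with every p at 1e-05.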

Differences from the paper's values

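The median spliced transcript length was 1161 bp here, and the paper's is about 750 bp in Fig. 2A, read by eye. No alternative for this value was set before the data were examined. Of settings listed beforehand for other results and applied to this value afterwards, genes on pseudochromosomes alone (1173 bp) and the gene model filter (1175 bp) are still more than 1.5 times the figure's value, and CDS segments in place of exons (855 bp) come within a factor of 1.5 of it, though still above it by more than the SD of 43.9 bp among pseudochromosomes. With CDS lengths of at most 2000 bp only, a limit chosen after seeing the values and the axis of the figure, the median is 750 bp, and 11.8% of the genes are dropped.

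The paper describes gene numbers as comparable between its subgenomes. Here the longer chromosome of a pair carried more genes in 10 of 11 pairs, by 121 genes on average, while the shorter chromosomes together still held 26368 genes against 27695. Ordering each pair by length itself favours this direction. The paper divided its subgenomes by the lengths of chromosome pairs, but the sources used here do not say which of these chromosomes bears which name. Per Mb the difference was -0.737, a direction that the same ordering can favour. Smaller gaps also exist. The paper gives a mean chromosome size of 96.8 Mb, against 87.1 Mb here to the last gene and without unplaced scaffolds. It gives 2.86% as the share of genes that encode transcription factors, whereas its count of them over all annotated genes is 2.55%.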

Other observations

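The comparison of introns between pairs taken by position and its shuffled control were set before their results were seen, and the test of genes with a middle exon of 130 bp was chosen after.

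Tandem arrays of 1 structure were small and scattered. The 291 arrays held 601 genes, 1.93% of the 31154 genes with at least 3 CDS exons on pseudochromosomes, and no array exceeded 3 genes. With at least 5 CDS exons, 228 genes remained (1.20% of 18934). For genes with 3 CDS exons the match rests on 1 internal exon length, and the number that coincidence would give was not computed. The 19 arrays of 3 genes share the largest size, and the first along the chromosomes runs from evm.TU.Chr1.2835 to evm.TU.Chr1.2841 on chromosome 1 (54063495 to 54123944), with 3 CDS exons per gene and CDS lengths from 1644 to 1647 bp. For 70 arrays (24.1%) the partner chromosome carried an array of the same structure. One such case is a set of 3 genes with 7 CDS exons on chromosome 5 (66790708 to 67140988) and 3 on chromosome 6 (70199701 to 70434408), chosen after its values were seen.

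The paper's review correspondence names 3 genes on chromosome 1 as tandem homologs of a maize gene. These are evm.TU.Chr1.1789 (30443023 to 30444637), evm.TU.Chr1.1794 (30506704 to 30508555) and evm.TU.Chr1.1797 (30611473 to 30613077). Each has 5 CDS exons, with CDS lengths of 1107, 1107 and 1095 bp. Their internal exons differ in length, so they form no array of 1 structure, and evm.TU.Chr1.1797 lies on the opposite strand from the other two.

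Matched copies on paired chromosomes shared the exact length of 70.4% of their internal introns, which choosing pairs by exon structure could have produced. Pairs taken by position between matched genes had the same CDS length in 59.8% and shared 59.7% of 300 introns, 0.848 times the share of the matched pairs, above the limit set in advance, but this test does not decide: only 107 of 957 positions had genes of the same orientation and equal numbers of at least 4 CDS exons, and 77 of those pairs had the same internal exon lengths again. Coincidence of common lengths gave 0.935% after shuffling, 0.0133 times the observed share. Ks was not computed here, so these lengths give no date.

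Genes with 3 CDS exons and a middle exon of 130 bp, a length common in plant R2R3-MYB genes, numbered 84, more than any other middle exon length among 7059 genes with 3 CDS exons. Chromosomes 19 and 20 held 24 of them (10 and 14) where random placement gives 7.43, and the next chromosome pair held 10 (permutation p = 1e-05 over all 11 pairs, the smallest that 100000 resamples can give). Random placement treats the genes as independent, whereas copies of a gene can lie on both chromosomes of a pair or in tandem. Copies of a few genes could give such a count, and the p does not exclude that. The paper places most members of MYB group NS5 on a chromosome pair that its text does not number, and chromosomes 19 and 20 may be that pair. The identity of these genes was not tested.

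The outer 20% at both chromosome ends held 14.3 genes per 500-kb window against 13.9 in the middle 20%. The ends were denser in 13 of 22 pseudochromosomes, a difference that did not pass a permutation test (two-sided p = 0.117).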
